# Characterization of the blood–brain barrier in genetically diverse laboratory mouse strains

**DOI:** 10.1186/s12987-021-00269-w

**Published:** 2021-07-28

**Authors:** Johanna Schaffenrath, Sheng-Fu Huang, Tania Wyss, Mauro Delorenzi, Annika Keller

**Keywords:** Blood–brain barrier, Brain endothelial cells, Vascular zonation, Vascular permeability, Inbred mouse strains

## Abstract

**Background:**

Genetic variation in a population has an influence on the manifestation of monogenic as well as multifactorial disorders, with the underlying genetic contribution dependent on several interacting variants. Common laboratory mouse strains used for modelling human disease lack the genetic variability of the human population. Therefore, outcomes of rodent studies show limited relevance to human disease. The functionality of brain vasculature is an important modifier of brain diseases. Importantly, the restrictive interface between blood and brain—the blood–brain barrier (BBB) serves as a major obstacle for the drug delivery into the central nervous system (CNS). Using genetically diverse mouse strains, we aimed to investigate the phenotypic and transcriptomic variation of the healthy BBB in different inbred mouse strains.

**Methods:**

We investigated the heterogeneity of brain vasculature in recently wild-derived mouse strains (CAST/EiJ, WSB/EiJ, PWK/PhJ) and long-inbred mouse strains (129S1/SvImJ, A/J, C57BL/6J, DBA/2J, NOD/ShiLtJ) using different phenotypic arms. We used immunohistochemistry and confocal laser microscopy followed by quantitative image analysis to determine vascular density and pericyte coverage in two brain regions—cortex and hippocampus. Using a low molecular weight fluorescence tracer, sodium fluorescein and spectrophotometry analysis, we assessed BBB permeability in young and aged mice of selected strains. For further phenotypic characterization of endothelial cells in inbred mouse strains, we performed bulk RNA sequencing of sorted endothelial cells isolated from cortex and hippocampus.

**Results:**

Cortical vessel density and pericyte coverage did not differ among the investigated strains, except in the cortex, where PWK/PhJ showed lower vessel density compared to NOD/ShiLtJ, and a higher pericyte coverage than DBA/2J. The vascular density in the hippocampus differed among analyzed strains but not the pericyte coverage. The staining patterns of endothelial arteriovenous zonation markers were similar in different strains. BBB permeability to a small fluorescent tracer, sodium fluorescein, was also similar in different strains, except in the hippocampus where the CAST/EiJ showed higher permeability than NOD/ShiLtJ. Transcriptomic analysis of endothelial cells revealed that sex of the animal was a major determinant of gene expression differences. In addition, the expression level of several genes implicated in endothelial function and BBB biology differed between wild-derived and long-inbred mouse strains. In aged mice of three investigated strains (DBA/2J, A/J, C57BL/6J) vascular density and pericyte coverage did not change—expect for DBA/2J, whereas vascular permeability to sodium fluorescein increased in all three strains.

**Conclusions:**

Our analysis shows that although there were no major differences in parenchymal vascular morphology and paracellular BBB permeability for small molecular weight tracer between investigated mouse strains or sexes, transcriptomic differences of brain endothelial cells point to variation in gene expression of the intact BBB. These baseline variances might be confounding factors in pathological conditions that may lead to a differential functional outcome dependent on the sex or genetic polymorphism.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12987-021-00269-w.

## Background

Dysfunction of brain vasculature and the blood–brain barrier (BBB) has emerged as an important comorbidity and modifier of brain diseases. Furthermore, increased BBB permeability has been reported to occur during aging [1, 2]. A better understanding of BBB and vascular changes during aging and in brain diseases is essential for the development of vasoprotective therapies, and for facilitating drug delivery into diseased brain. A reductionist approach using loss-of-function mouse models in a single genetic background has been successful in identifying genes important for BBB development [3]. However, this approach will most likely be ineffective for identifying genes and pathways in humans that influence BBB alterations during aging and in brain diseases. Mouse studies have shown that genotype–phenotype relationships cannot be reliably inferred by studying a single genetic background [4] because inbred strains fail to mimic the genetic and physiological complexity in humans. The genetic variability of each individual can have profound effects on the presentation of even monogenic diseases [5]. The identification of genetic modifiers in humans is very difficult due to differences in environmental factors and the vast genetic variability in the natural population. Furthermore, studies on human brain vasculature (and brain in general) are hindered due to the scarcity of tissue available for such analyses. Most studies on BBB development as well as alterations of the BBB in aging and disease (e.g. Alzheimer’s, ischemic stroke) are carried out in a C57BL/6J background, the strain with the lowest number of single nucleotide polymorphisms (SNPs) [6]. However, this limited genetic variability can be overcome by applying a systems biology approach and investigating several inbred mouse lines and reference populations. This strategy provides a controlled approach to study variation that influences a certain phenotype. Experimental models of cardiovascular disease or adaptation to exercise largely depend on genetic background and differences in endothelial function (e.g. ACh dose–response curves) [7, 8]. In the CNS, inbred mouse strains show differences in neurogenesis [9–11], in behavioral performance [12], ischemic stroke volume [13], regenerative capacities [14], and cerebral collateral vessel density [15]. Furthermore, the genetic background of mice influences the deposition of amyloid and myeloid-driven neuroinflammation in murine models of Alzheimer’s disease [16].

The BBB is a dynamic interface that actively responds to changes in neural tissue and metabolism. The genetic background of mouse models may not only affect adaptive changes but also severity of BBB alterations during aging and brain diseases. Characterization of the phenotypic heterogeneity of the BBB in genetically distinct mouse strains may yield insights into how genetic variation influences the BBB characteristics.

In this study, we investigated the phenotypic heterogeneity of vasculature and endothelial cells (EC) using several inbred mouse strains: 129S1/SvlmJ, DBA/2J, A/J, C57BL6J, NOD/ShiltJ, WSB/EiJ, PWK/PhJ and CAST/EiJ. WSB/EiJ, PWK/PhJ and CAST/EiJ are recently wild-derived (1980-s) and present highest genetic variation whereas 129S1/SvlmJ, DBA/2J, A/J, C57BL6J, NOD/ShiltJ strains present very limited intra-strain polymorphism [6, 17, 18]. We characterized brain vasculature using three phenotypic arms—analysis of vascular density, arteriovenous (A-V) zonation and pericyte coverage, BBB permeability to sodium fluorescein, and transcriptomic analysis of EC using RNA sequencing. Investigated inbred strains showed similar vessel density and pericyte coverage, endothelial zonation pattern, and permeability to sodium fluorescein in the cortex and hippocampus. Transcriptomic analysis of brain EC revealed sex dimorphism in genes involved in mitochondrial function. Transcriptome of EC from recently wild-derived and long-inbred strains revealed differential expression of genes involved in vascular development and homeostasis, immune system response, and membrane transport. To summarize, we describe the spectrum of variation in intact BBB and brain vasculature in healthy young mice of different strains as well as age-related changes in some long-inbred strains.

## Results

### Analysis of vessel density and pericyte coverage in inbred mouse strains

We carried out vessel density measurement in the cortex and hippocampus of well-characterized, common laboratory strains: 129S1/SvlmJ, DBA/2J, A/J, C57BL6J, NOD/ShiltJ, and recently wild-derived strains: WSB/EiJ and PWK/PhJ. Vasculature was visualized using the basement membrane protein collagen-IV (Fig. 1a, b). There were no detectable differences in vessel density in the cortex of all investigated stains, except for NOD/ShiLtJ. (Fig. 1c). The Kruskal–Wallis test and post-hoc analysis using Dunn`s test showed that NOD/ShiLtJ mice had increased vessel density in the cortex compared to PWK/PhJ (Fig. 1c). The overall variance in vessel density differed in the hippocampus (One-way ANOVA, Fig. 1c). Pericytes are implicated in the regulation of BBB permeability [19–21]. Therefore, we assessed the pericyte coverage of brain vasculature in the cortex and hippocampus. Pericytes were visualized using anti-CD13 antibody (Fig. 1a, b). Wild-derived strain PWK/PhJ had a significantly higher pericyte coverage in the cortex compared to DBA/2J (One-way ANOVA, post-hoc Tukey test, Fig. 1d). In the hippocampus, pericyte coverage did not differ between analyzed strains (Fig. 1d). In conclusion, our analysis shows slight differences in vessel density and pericyte coverage in the cortex and hippocampus among analyzed mouse strains.

**Fig. 1:**
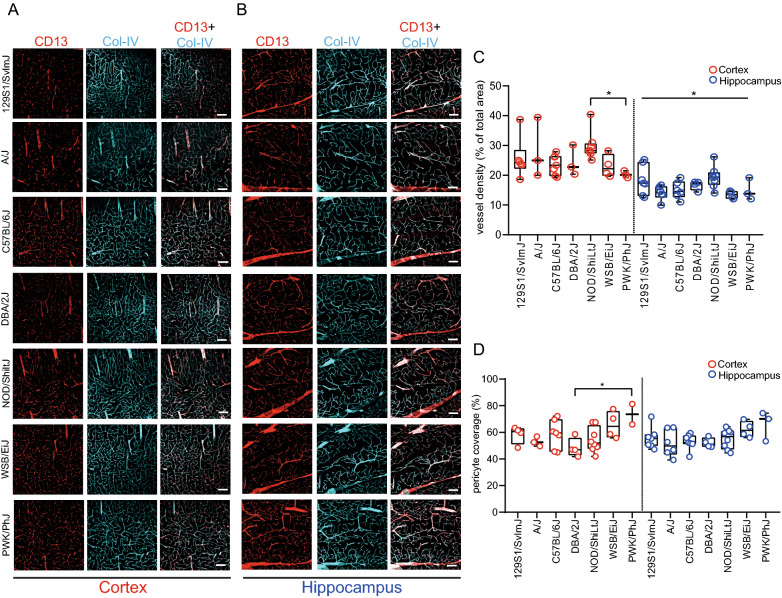
Vessel density and pericyte coverage are similar between different inbred strains. Immunofluorescence staining of CD13 (in red, pericyte marker) and vascular basement membrane (Col-IV, in cyan) in cortex (**A**) and hippocampus (**B**). Quantification of vessel density (**C**) and pericyte coverage (**D**) in cortex (red) and hippocampus (blue). Each dot indicates one mouse (**C** and **D**). N = 3–8. Female and male mice were used for analysis. Age of mice: 2 months. Statistical testing performed using Kruskal–Wallis with Dunn`s multiple comparison test (vessel density in cortex) or one-way ANOVA with Tukey`s multiple comparison test (vessel density in hippocampus, **D**). *—p < 0.05. Data are presented as mean ± SD. Scale bars: 100 µm

### Analysis of endothelial zonation in inbred mouse strains

We next asked whether different mouse strains exhibit a similar endothelial A-V zonation pattern as recently described in C57BL/6J animals [22]. In order to assess endothelial zonation, we used a set of markers, which are differentially expressed depending on the identity of EC on the vascular tree. Slc16a1 (monocarboxylate transporter, MCT1) is strongly expressed by venous and capillary endothelium, whereas Vwf is expressed by venous and arterial endothelium and not by capillary endothelium [22]. Immunofluorescence of Slc16a1 and Vwf in combination with podocalyxin and smooth-muscle actin in different strains did not show differences in staining patterns between strains (Fig. 2a, b). In all analyzed strains, Slc16a1 was expressed by capillaries and venous endothelium (Fig. 2a), whereas Vwf was expressed strongest by venous endothelium (Fig. 2b). Slc16a1 positivity was also detected outside the vascular smooth cell layer (Fig. 2a, pink arrowheads), which could represent astrocyte end-feet. Thus, based on analyzed markers, the endothelial A-V zonation did not differ between investigated strains and was consistent with previously published endothelial A-V zonation patterns in the C57BL/6J strain [22].

**Fig. 2:**
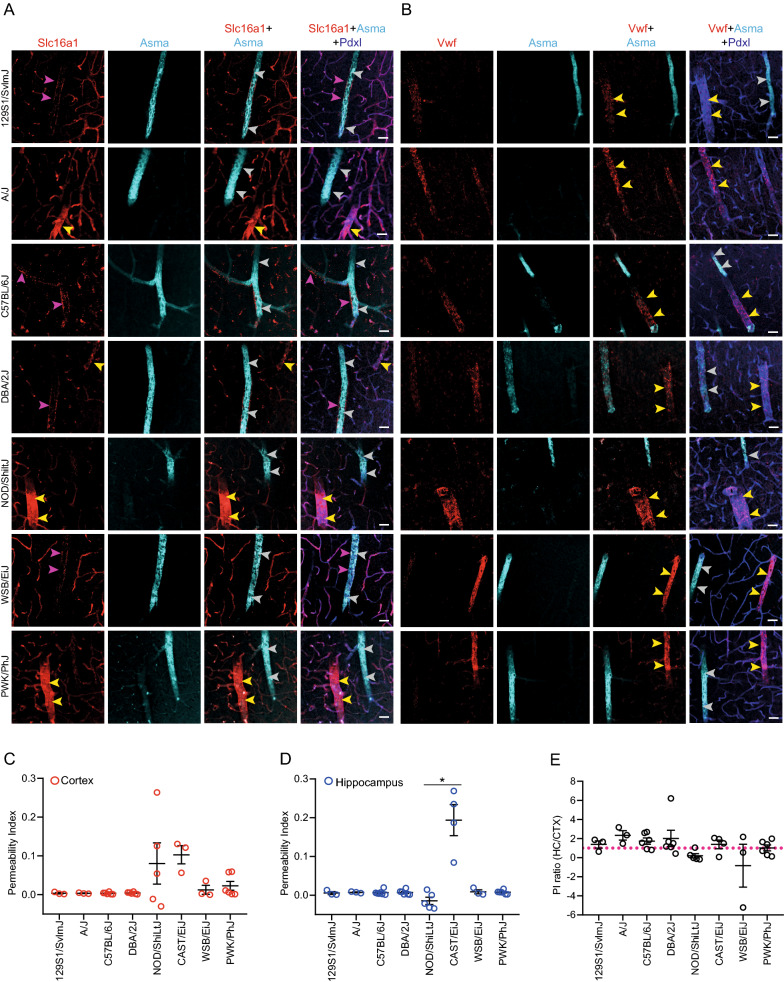
Vascular zonation and BBB permeability are similar between different mouse strains. Immunofluorescence staining of Slc16a1 (venous and capillary EC marker, in red) (**A**), Vwf (venous marker, in red) (**B**) Asma (arterial VSMC marker, in cyan) and podocalyxin (Pdxl, endothelial lumenal marker, in blue) (**A** and **B**) in different inbred strains. Grey arrowheads point to arteries and yellow arrowheads to veins. Permeability Index (PI) to NaF of cortex (**C**) and hippocampus (**D**) in different mouse strains. The PI ratio (hippocampus/cortex) of NaF in different mouse strains (**E**). Pink dotted line: PI ratio = 1. Each dot indicates one mouse (**C-E**). N = 3–6. Female and male mice were used for analysis. Age of mice: 2 months. Data are presented as mean ± SD. PI—permeability index; HC—hippocampus; CTX—cortex. Statistical testing was performed using Kruskal–Wallis with Dunn`s multiple comparison test.*—p < 0.05. Scale bars: 30 µm

### Analysis of BBB permeability to sodium fluorescein in inbred mouse strains

We next assessed BBB permeability to the intravenously administered small molecular weight tracer sodium fluorescein (NaF, 376 Da) in the cerebral cortex and hippocampus. Increased permeability to NaF is thought to indicate subtle changes in paracellular BBB permeability [23]. Permeability to NaF (*Permeability Index—PI*) was calculated using the previously published approach [24]. The BBB of young, healthy mice is not expected to show high vascular permeability. Accordingly, the PI of NaF is low in investigated strains (Fig. 2c, d). We observed among tested mouse strains that the CAST/EiJ mice showed the highest PI in the cortex and hippocampus (Fig. 2c, d), and a statistically significant difference in PI among NOD/ShiLtJ and CAST/EiJ strains in the hippocampus (Fig. 2d). Neurogenic region in the lateral ventricle has been shown to have a higher permeability to NaF in C57BL6/J animals [25]. Overall, we observed equal permeability to NaF in hippocampi compared to cortices of different strains (Fig. 2e). Only A/J mice showed higher PI (2.3) in hippocampus compared to cortex and NOD/ShiLtJ mice showed lower PI (0.19) in hippocampus compared to cortex (Fig. 2e). Thus, there were no major overall differences in the BBB permeability to NaF in all analyzed strains.

### Age related changes in vascular morphology and BBB function

We next assessed vascular and BBB permeability changes during aging. We chose three mouse strains (A/J, C57BL/6J, DBA/2J) with a different mean lifespan (Additional file 1: Fig. S1a) [26] in order to investigate differences in BBB permeability alteration during aging [1, 27, 28]. First, we quantified vessel density and pericyte coverage in 12 months old mice and compared these parameters with 2 month old mice. No significant difference in vessel density or pericyte coverage was observed between investigated aged strains (Fig. 3a–d). Cortical vessel density and pericyte coverage did not significantly differ between young and aged animals within strains (Additional file 1: Fig. S1b, c). Similar observations were made in the hippocampus for all investigated strains, expect DBA/2J. Aged DBA/2J mice showed significantly lower vessel density and significantly higher pericyte coverage compared to 2 months old DBA/2J mice in the hippocampus (Additional file 1: Fig. S1b, c).

**Fig. 3:**
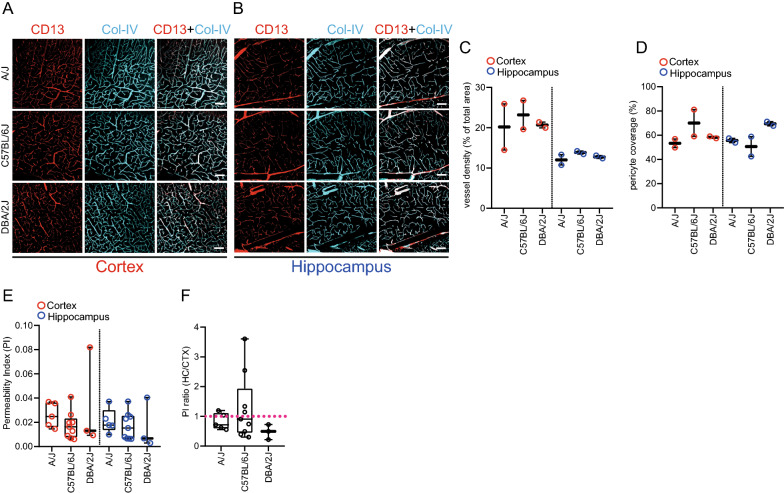
Vessel density, pericyte coverage and permeability index to NaF of 12 month old mice. Immunofluorescence staining of CD13 (in red, pericyte marker) and vascular basement membrane (Col-IV, in cyan) in the cortex (**A**) and hippocampus (**B**). Quantification of vessel density (**C**) and pericyte coverage (**D**) in the cortex and hippocampus. N = 2. PI of cortex or hippocampus (**E**) and ratio of PI hippocampus to PI cortex (**F**) of different mouse strains of 12 months old animals. N = 3–9. Pink dotted line: PI ratio = 1. Each dot indicates one mouse (**C**–**F**). Age of mice: 12 months. Female and male mice were used for analysis. Statistical testing performed using ANOVA. Data are presented as mean ± SD. Scale bars: 100 µm

We next analyzed vascular permeability to NaF in the aged mice. No significant changes in the PI of the cortex and hippocampus of 12-month-old animals were observed among analyzed strains (Fig. 3e). Also, there were no significant changes in the ratio of hippocampal/cortical PI among the strains (Fig. 3f). A comparison of cortical PI between 2- and 12-month old animals showed an increase of PI in older animals (Additional file 1: Fig. S1d). Similarly, there was an increase in hippocampal PI between 2 and 12 month old animals in all investigated strains (Additional file 1: Fig. S1e). Thus, there is a modest increase in BBB permeability to NaF in the cortex and hippocampus in aged mice of different inbred strains except for A/J animals where a comparison of the ratio of hippocampal and cortical PI between 12 and 2 month old animals showed a decrease (Additional file 1: Fig. S1f).

### Analysis of the brain endothelial cell transcriptome in inbred mouse strains

In order to characterize the transcriptome of brain EC of different mouse strains, we isolated EC originating from the entire vascular tree (i.e., arterioles, capillaries, venules) from the cortex and hippocampus using fluorescent activated cell sorting (FACS) (Fig. 4a, b). Manual gating of CD31^+^ EC is shown in Fig. 4b. Using a purity mask, EC were sorted directly into lysis buffer for RNA extraction and subsequent RNA sequencing.

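RNA from sorted EC was sequenced in 43 libraries of mice aged 2 months, 16 from female and 27 from male mice. Cortex gave 21 libraries and hippocampus 22. The wild-derived strains WSB/EiJ and CAST/EiJ gave 12 libraries. The long-inbred strains NOD/ShiLtJ, DBA/2J, A/J, C57BL/6J and 129S1/SvImJ gave 31. The sample titles also carry the word high or low, which the paper's text does not define: 15 of the 16 female libraries and 14 of the 27 male libraries are titled high. The titles do not say which libraries came from the same mouse, so each library was treated as independent. The authors depleted total RNA of rRNA, prepared stranded libraries, read them from one end over 125 bp, aligned the reads to mm10 with HISAT2 and counted them per gene with featureCounts. They deposited these counts without normalization, for 54532 genes. Between 1626534 and 49372356 reads per library were counted on genes, with a median of 5790701. The median was 21242058 in female libraries (2731954 to 49372356) and 5257353 in male libraries (1626534 to 10567966). It was 4220948 in wild-derived and 6541633 in long-inbred strains. The reads counted on Gm23935, Gm42418 and Gm26917, taken here as rRNA-like, made up 1.59% to 12.1% of a female library and 13.0% to 29.3% of a male library, so the sexes did not overlap in this measure of library preparation. For the results given here, counts were scaled with edgeR's TMM method and are given as CPM, and 29120 genes with at least 0.5 CPM in at least 1 library were tested with edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment. Fold changes are fitted log2 values with their standard errors, and gene positions are those of the mm10 build in GENCODE release M21.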

**Fig. 4:**
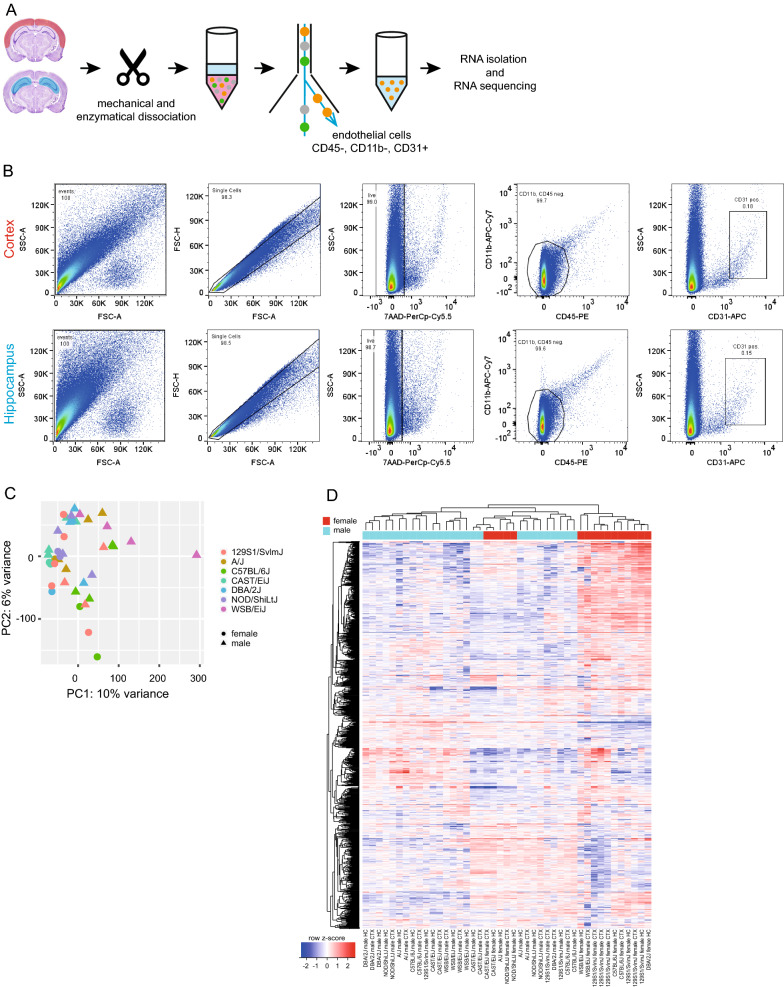
RNA sequencing of cortical and hippocampal endothelial cells of different inbred mouse strains. Brain endothelial cells for RNA sequencing were isolated from dissected hippocampus and cortex after mechanical and enzymatical dissociation. Age of mice: 2 months. Isolation of EC using anti-CD31 Ab labelling and flow cytometry (**A**). Pseudocolor flow cytometry dotplots showing the gating strategy to sort for CD31^+^ endothelial cells. Gating included singlet gating, live cell gating (7AAD^neg^), exclusion of immune cells (CD11b^+^, CD45^+^) and inclusion of CD31^+^ endothelial cells (**B**). Principal component analysis of normalized RNAseq counts of the deregulated genes (**C**). Hierarchical clustering heatmap showing z-scores of normalized read counts for the 1000 most variable genes across samples (**D**)

Raw sequencing reads were aligned to the *Mus Musculus* genome (mm10) and raw counts were summarized per gene for each sample. Data analysis was performed using the online platform iDEP.92 [29]. Samples with good coverage were used for further analysis. We used gene set enrichment analysis to determine whether our dataset was enriched for endothelial core genes [22]. A high positive average expression values for EC genes showed that we had successfully enriched for EC (Additional file 1: Fig. S2a). 

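Expression of cell type markers was computed as the mean of log2(CPM + 1) over a list of genes in each library. The lists are canonical markers chosen without regard to these libraries, because the paper's text does not print the lists it used. The mean over 20 endothelial genes was 9.23 ± 0.33 (SD, n = 43 libraries), with a lowest library at 8.39 and a highest at 9.75. Over all 29120 genes that passed the filter, the mean was 1.88 ± 0.12 (SD, n = 43 libraries). The endothelial mean was 9.29 ± 0.34 in female (SD, n = 16) and 9.19 ± 0.33 in male libraries (SD, n = 27), a difference within the spread of either sex (two-sided permutation test, p = 0.368). The alternative that moved this value most took the median over the list in place of the mean, which gave 9.59.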

Vascular cell contamination is a common problem when analyzing endothelial cell transcriptional profile because vascular cells are difficult to separate. High average expression values for vascular smooth muscle cell, pericyte, and astrocyte genes in our dataset indicated that although we had enriched for EC, we had not achieved a pure endothelial cell population (Additional file 1: Fig. S2b–d). However, expression values of mural and astrocyte genes were lower compared to EC genes. 

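The mean log2(CPM + 1) over 10 smooth muscle genes was 3.79 ± 0.59 (SD, n = 43 libraries). It was 7.03 ± 0.62 (SD, n = 43 libraries) over 10 pericyte genes and 6.55 ± 0.74 (SD, n = 43 libraries) over 10 astrocyte genes. The astrocyte mean reached 8.32 in the highest library and 5.11 in the lowest.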

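Within each library, the endothelial mean exceeded the smooth muscle mean by 5.44 ± 0.51 (SD over 43 libraries), the pericyte mean by 2.19 ± 0.76 and the astrocyte mean by 2.68 ± 0.92, all on the log2 scale. The endothelial mean was the higher one in 43 of 43 libraries for smooth muscle and astrocyte genes and in 42 of 43 for pericyte genes. For each of the 3 lists the two-sided permutation test of the difference gave p = 1.0e-05, the smallest value that 100000 permutations can give.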

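The mean log2(CPM + 1) was 1.09 ± 0.57 (SD, n = 43 libraries) over 10 microglial genes and 2.20 ± 0.57 (SD, n = 43 libraries) over 10 genes of vessel-associated fibroblasts. The endothelial mean lay above these by 8.14 ± 0.68 and 7.03 ± 0.69 (SD over 43 libraries). Lists of 6 neuronal and 6 oligodendrocyte genes, which the paper does not report on, had means of 5.15 ± 1.00 (SD, n = 43 libraries) and 2.75 ± 0.85 (SD, n = 43 libraries).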

Interestingly, no enrichment was observed for microglia or vessel-associated fibroblast genes (Additional file 1: Fig. S2e, f). Principal component analysis (PCA) showed PC1 explaining 10% of variation tended to separate samples according to the sex—male *vs* female (Fig. 4c). 

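PCA was run on log2(CPM + 1) of all genes that passed the filter, centred and not scaled. PC1 held 7.80% of the variance, with a mean score of -9.14 ± 50.7 in female (SD, n = 16) and 5.41 ± 40.8 in male libraries (SD, n = 27). This difference was smaller than the spread within either sex (two-sided permutation test, p = 0.307). PC2 held 5.84%, with scores of 36.9 ± 37.7 in female and -21.9 ± 16.2 in male libraries, and the same test gave p = 1.0e-05, the smallest value possible. PC3 held 5.59% and did not separate the sexes (p = 0.106, permutation test). With the genes scaled to unit variance, PC3 (4.62%) separated the sexes with a permutation p of 1.0e-05 and PC2 (5.38%) with 0.0411. Among libraries titled high, PC1 held 10.4% and PC2 8.02%, and PC2 separated the sexes (permutation p = 2.0e-05). Across all 43 libraries PC1 followed the number of genes detected, with Pearson's r = -0.81 and Spearman's rho = -0.80 (permutation p = 1.0e-05 for each, adjusted to 4.5e-05 and 6.0e-05 over the 18 correlations computed). Within the sexes r was -0.82 in the 16 female and -0.85 in the 27 male libraries, and over all libraries but the 2 farthest from the median it was -0.75. PC2 followed the rRNA-like share within the 16 female libraries, with Pearson's r = -0.94 (permutation p = 1.0e-05, adjusted 4.5e-05), Spearman's rho = -0.86 (permutation p = 5.0e-05, adjusted 1.8e-04) and r = -0.93 without the 2 libraries farthest from the median. In the 27 male libraries r was -0.062 (permutation p = 0.761) and rho 0.020 (permutation p = 0.924). The 5 female libraries with the higher share, of A/J, CAST/EiJ and NOD/ShiLtJ, had PC2 scores of -18.4 to -8.56, in the range of the male libraries, so PC2 does not separate sex from this share.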

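Libraries were clustered on the 1000 genes with the largest standard deviation of log2(CPM + 1), by 1 minus Pearson's correlation with average linkage. Of the 3 main clusters, one held 9 libraries, all female, from 129S1/SvImJ, C57BL/6J and DBA/2J. The larger of the other 2 held 20, of which 5 were female (A/J, CAST/EiJ and NOD/ShiLtJ) and 15 male. The remaining cluster of 14 held the 2 female WSB/EiJ libraries and 12 male libraries. No cluster was made up of male libraries alone.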

Unsupervised hierarchical clustering of the dataset based on the 1000 most differently expressed genes generated three main clusters: one consisting of only male samples (blue bar), another consisting of only female samples (red bar) and the third cluster consisting of both male and female samples (Fig. 4d, Additional file 2: Table S1).

First, we investigated sex-dependent transcriptomic changes in brain EC. Differentially expressed gene (DEG) analysis showed that 947 genes were deregulated when comparing female *vs* male samples (false discovery rate (FDR) value < 0.05) (Fig. 5a, Additional file 3: Table S2). Three hundred and eighty eight genes were down- and 609 genes were upregulated in female EC compared to male EC. 

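Between 16 female and 27 male libraries, 830 genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test), 745 of them higher and 85 lower in female EC, and 406 changed at least 2-fold. With DESeq2, the tool the paper used, the count was 1000, with 609 higher and 391 lower. The setting that raised the count most, edgeR's default deviances, gave 10473. The setting that lowered it most, the share of rRNA-like counts as a covariate, gave 59, in a fit where that share and sex are nearly collinear. Both were chosen after seeing the data. Among libraries titled high only, 448 genes passed, and with the counts of all libraries drawn down to the smallest total 772 did. In cortex alone 240 genes passed and in hippocampus alone 304.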

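Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254) reached 365 ± 229 CPM (SD, n = 16) in female and 1.43 ± 3.59 CPM (SD, n = 27) in male libraries, a log2 fold change of 7.93 (standard error 0.49, adjusted p = 2.4e-22, quasi-likelihood test). Arglu1 (ENSMUSG00000040459, chromosome 8, 8665075 to 8690521) was at 239 ± 138 CPM (SD, n = 16) in female and 96.3 ± 32.9 CPM (SD, n = 27) in male EC, a log2 fold change of 1.31 (standard error 0.19, adjusted p = 1.1e-06, quasi-likelihood test). It kept an adjusted p under 0.05 in 17 of 18 alternative fits set before the data were examined, but with the share of rRNA-like counts as a covariate, chosen after seeing the data, its log2 fold change was 0.52 (adjusted p = 0.724, quasi-likelihood test), in a range of 7.5e-10 to 0.724 over all alternatives. Ddx3y (ENSMUSG00000069045, chromosome Y, 1260771 to 1286629) averaged 61.1 ± 17.4 CPM (SD, n = 27) in male libraries, while no female library had more than 3 counts, so it was at least 239.7-fold lower in female EC (adjusted p = 2.0e-31, quasi-likelihood test). Kdm5d (ENSMUSG00000056673, chromosome Y, 897788 to 956786) averaged 21.6 ± 11.3 CPM (SD, n = 27) in male EC and was at least 84.7-fold lower in female EC (adjusted p = 1.4e-18, quasi-likelihood test). Uty (ENSMUSG00000068457, chromosome Y, 1096861 to 1245759) was at 0.0920 ± 0.151 CPM (SD, n = 16) in female and 18.6 ± 10.4 CPM (SD, n = 27) in male EC, a log2 fold change of -8.15 (standard error 0.74, adjusted p = 6.4e-15, quasi-likelihood test). Eif2s3y (ENSMUSG00000069049, chromosome Y, 1010543 to 1028847) was at least 48.2-fold lower in female EC (adjusted p = 8.3e-13, quasi-likelihood test). The antisense gene Tsix, which shares its locus with Xist, averaged 2.07 CPM in female and 0.207 CPM in male EC (adjusted p = 0.400, quasi-likelihood test).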

In our dataset, we detected several female sex-specific (e.g. *Xist*, *Arglu1*) and male sex-specific genes (e.g. *Ddx3y*, *Kdm5d, Uty)* (Fig. 5a). 

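Because no GO annotation was at hand, gene families were defined by symbol before the comparison and tested between female and male EC on log2 CPM with limma's camera at a preset correlation of 0.01, adjusted over 8 families. The median log2 fold change over all genes was -0.040. The 36 spliceosome genes (Snrp, Srsf, Lsm) had a median of 0.50, with 32 of 36 genes higher in female EC (adjusted p = 4.9e-12), by camera. The 79 genes of the cytosolic ribosome (Rpl, Rps) had a median of 0.39, with 59 of 79 genes higher in female EC (adjusted p = 1.7e-16), by camera. Over genes of similar length and level, however, this family was higher by only 0.13 (two-sided permutation test, p = 0.189, adjusted 0.216). The 77 genes of the mitochondrial ribosome (Mrpl, Mrps) had a median of 0.48, with 62 of 77 genes higher in female EC (adjusted p = 3.2e-07), by camera. Complex I genes (Nduf, 45 genes) had a median of 0.70, with 41 of 45 genes higher in female EC (adjusted p = 1.6e-14), and ATP synthase genes (Atp5, 17 genes) had a median of 0.61, with 12 of 17 genes higher in female EC (adjusted p = 2.5e-09), by camera. Cytochrome c oxidase genes (Cox, 26 genes) had a median of 0.30, with 19 of 26 genes higher in female EC (adjusted p = 1.8e-05) and complex III genes (Uqcr, 8 genes) had a median of 0.78, with 8 of 8 genes higher in female EC (adjusted p = 2.9e-05), by camera. All of these calls hold under limma's fry. In a check chosen after the result was seen, sex labels were shuffled among the libraries. Of 100 groupings, the real one included, 13 gave as many families by camera and 2 by fry. The camera p-values therefore overstate the evidence. The 12 genes of the mitochondrial genome (mt-) had a median of -0.089 and an adjusted p of 0.734 in camera, and this median was 0.090 with the title tag as a covariate. With DESeq2's size factors in edgeR, the median fitted log2 fold change over all genes moved from -0.12 to -0.24, and the medians of the other 7 families stayed above 0. Adjusted over the list alone, 78 of the 300 family genes passed, against 55 over all genes tested (quasi-likelihood test).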

Gene Ontology (GO) overrepresentation analysis of DEGs (FDR < 0.05) revealed mRNA processing, mitochondrial function and translation associated genes within the significantly upregulated gene sets in female EC (Additional file 3: Table S2). We found a significantly higher expression of components of mitochondrial ATP synthase (e.g. *Atp5h, Atp5j*) and respiratory complex 1 (e.g. *Ndufs5, Ndufaf8*) in female EC compared to male EC (Fig. 5a, Additional file 1: Fig. S3a). In addition to differential expression of female and male sex-specific genes, and genes encoding mitochondrial proteins, we detected differential expression of several genes predominantly (e.g. *Egfl7) *[22] or only (*Slc9a2*) expressed in brain EC (Fig. 5a, Additional file 1: Fig. S3b). 

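Atp5h (ENSMUSG00000034566, chromosome 11, 115415689 to 115419962) was at 268 ± 142 CPM (SD, n = 16) in female and 76.9 ± 31.8 CPM (SD, n = 27) in male EC, a log2 fold change of 1.80 (standard error 0.18, adjusted p = 1.7e-11, quasi-likelihood test). Atp5j (ENSMUSG00000022890, chromosome 16, 84827866 to 84835625) was at 292 ± 174 CPM (SD, n = 16) and 95.3 ± 32.8 CPM (SD, n = 27), a log2 fold change of 1.62 (standard error 0.18, adjusted p = 2.5e-10, quasi-likelihood test). Ndufs5 (ENSMUSG00000028648, chromosome 4, 123712710 to 123718202) was at 41.2 ± 33.5 CPM (SD, n = 16) and 14.1 ± 7.86 CPM (SD, n = 27), a log2 fold change of 1.55 (standard error 0.30, adjusted p = 2.3e-04, quasi-likelihood test). Ndufaf8 (ENSMUSG00000078572, chromosome 11, 120098928 to 120100705) was at 19.1 ± 12.4 CPM (SD, n = 16) and 5.59 ± 6.44 CPM (SD, n = 27), a log2 fold change of 1.77 (standard error 0.53, adjusted p = 0.0432, quasi-likelihood test). Ndufaf8 kept an adjusted p under 0.05 in only 4 of 18 alternative fits set before the data were examined. With the share of rRNA-like counts as a covariate, chosen after seeing the data, the log2 fold changes of Atp5h, Atp5j, Ndufs5 and Ndufaf8 were 0.78, 0.77, 0.98 and 2.36, and none of the 4 genes passed. In this fit, where share and sex are nearly collinear, the median fitted log2 fold change of complex I genes was 0.61, against 0.75 without the share. For ATP synthase genes it was 0.78, against 0.50, and for mitochondrial genome genes -0.98, against -0.24. Of the complex I genes 0 passed, and of the ATP synthase genes 1.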

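Egfl7 (ENSMUSG00000026921, chromosome 2, 26580014 to 26593120) was at 317 ± 226 CPM (SD, n = 16) in female and 139.7 ± 79.7 CPM (SD, n = 27) in male EC, a log2 fold change of 1.18 (standard error 0.21, adjusted p = 6.7e-05, quasi-likelihood test). With the share of rRNA-like counts as a covariate, chosen after seeing the data, its log2 fold change was -0.18. Slc9a2 (ENSMUSG00000026062, chromosome 1, 40680574 to 40769273) was at 11.1 ± 8.63 CPM (SD, n = 16) and 22.6 ± 16.3 CPM (SD, n = 27), a log2 fold change of -1.03 (standard error 0.38, adjusted p = 0.163, quasi-likelihood test). DESeq2's Wald test gave an adjusted p of 0.0280 for Slc9a2, in a range of 0.0257 to 0.860 over all alternatives, some of them chosen after seeing the data. Adjusted over the list alone, 16 of the 20 genes the paper names for this comparison passed, and 14 did over all genes (quasi-likelihood test). The paper picked most of these genes on the same libraries and took others from earlier work, so the first count is not independent evidence. Both counts ignore direction. The paper cites Zbtb16 and Mapk6 from earlier work as higher in male EC. Here both were higher in female EC, by 1.66 and 0.55 on the log2 scale. Both are among the 16 genes, and Zbtb16 is also among the 14.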

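Lars2 (ENSMUSG00000035202, chromosome 9, 123366927 to 123462666) was at 53.0 ± 43.5 CPM (SD, n = 16) in female and 743 ± 2903 CPM (SD, n = 27) in male libraries, a log2 fold change of -3.80 (standard error 0.56, adjusted p = 1.1e-06, quasi-likelihood test). One male WSB/EiJ hippocampus library titled low held 15264 CPM of Lars2 (29108 counts), and without it the log2 fold change was -1.80 (standard error 0.23). With the share of rRNA-like counts as a covariate the sign changed, to 1.37 (standard error 0.40). Both settings were chosen after seeing the data. Against that share, over all 16 female libraries, Pearson's r was 0.93 (permutation p = 3.0e-05) and Spearman's rho 0.66 (permutation p = 0.00687), with r = 0.91 without the 2 farthest. Within the 11 female libraries with the lower share, Pearson's r was 0.32 (permutation p = 0.338) and Spearman's rho 0.027 (permutation p = 0.947). Within the 27 male libraries, Pearson's r was 0.64 (permutation p = 1.0e-05) and Spearman's rho 0.68 (permutation p = 9.0e-05). Without the 2 libraries farthest from the median share, r was 0.39 in these female and 0.67 in the male libraries. Adjusted over the 27 correlations of this family by the Benjamini-Hochberg method, the permutation p-values were 4.0e-04 for r and 0.0463 for rho over the 16 female libraries, 0.480 for r and 0.947 for rho over the 11 and 2.7e-04 for r and 0.00230 for rho in the male libraries. The other 5 female libraries were too few for a correlation of their own. Over all 16 female libraries Lars2 followed Gm23935, one of the rRNA-like genes, with r = 0.92 (permutation p = 9.0e-05, adjusted 2.7e-04 over 9 correlations), rho = 0.70 (permutation p = 0.00355, adjusted 0.0106) and r = 0.89 without the 2 farthest libraries, and Gm42418 with r = 0.74 (permutation p = 0.00117, adjusted 0.00263 over 9 correlations), rho = 0.63 (permutation p = 0.00936, adjusted 0.0168) and r = 0.84 without the 2 farthest libraries. Over the 27 male libraries it had r = -0.44 (permutation p = 0.0332, adjusted 0.0498 over 9 correlations), rho = 0.36 (permutation p = 0.0689, adjusted 0.0775) and r = 0.23 without the 2 farthest libraries for Gm23935, and r = 0.67 (permutation p = 1.0e-05, adjusted 9.0e-05 over 9 correlations), rho = 0.71 (permutation p = 9.0e-05, adjusted 8.1e-04) and r = 0.70 without the 2 farthest libraries for Gm42418. For Gm26917 r was 0.58 (permutation p = 0.0203) in the female and -0.25 (permutation p = 0.222) in the male libraries.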

Interestingly, we also detected differential expression of *Lars2*, a gene encoding mitochondrial leucyl-tRNA synthetase 2 (Fig. 5a, Additional file 1: Fig. S3b), previously suggested to be differentially expressed by male and female EC [30].

**Fig. 5:**
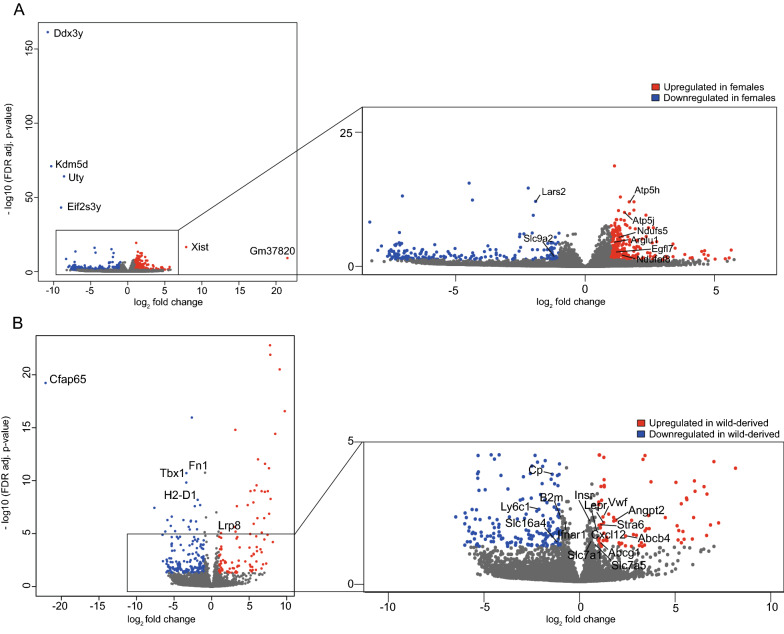
Differently expressed genes (DEG) of CD31^+^ brain endothelial cells isolated from brains of different inbred mouse lines. Volcano plot showing DEG (FDR value cutoff 0.05, min fold change of 2) for comparing samples based on sex (female *vs* male) (**A**) or genetic variability (recently wild-derived *vs* long-inbred strains) (**B**)

We next compared the endothelial cell transcriptome of recently wild-derived strains (CAST/EiJ, WSB/EiJ), containing the highest number of SNPs [6], with those bred in a laboratory for several decades and presenting limited inter-strain polymorphism (long-inbred strains—A/J, DBA/2 J, NOD/ShiLtJ, 129S1/SvImJ and C57BL/6J) [6]. DEG analysis showed that 395 genes were deregulated (227 genes were down- and 168 genes were upregulated) when comparing recently wild-derived strains samples to long-inbred strains (FDR value < 0.05) (Fig. 5b, Additional file 4: Table S3). 

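Between 12 wild-derived and 31 long-inbred libraries, 218 genes had an adjusted p under 0.05 (quasi-likelihood test), 148 higher and 70 lower in wild-derived strains, and 167 changed at least 2-fold. With DESeq2's Wald test the count was 395, with 168 higher and 227 lower. With counts summed per strain, so that 2 strains are set against 5, 7 genes passed, and in cortex and hippocampus alone 40 and 68 did. In the summed fit 23 of 39 results for named genes lost significance. The p-values given for single genes treat libraries of the same strain as independent, so they do not measure the spread between strains. Of the 218 genes, 107 were also called with CAST/EiJ as the only wild-derived strain, 97 with WSB/EiJ and 17 with each of them.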

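Of the genes tested, 12.9% are annotated as pseudogenes, against 22.5% (49) of those that differed between wild-derived and long-inbred EC (two-sided Fisher's exact test, p = 9.8e-05). Gm13394 (ENSMUSG00000083773, chromosome 2, 28933610 to 28934609) averaged 8.71 ± 10.4 CPM (SD, n = 31) in long-inbred EC and was at least 10.5-fold lower in wild-derived EC (adjusted p = 3.9e-04, quasi-likelihood test). Gm10709 (ENSMUSG00000074516, chromosome 9, 7751725 to 7752204) was at 19.7 ± 22.0 CPM (SD, n = 12) in wild-derived and 0.0793 ± 0.167 CPM (SD, n = 31) in long-inbred EC, a log2 fold change of 7.55 (standard error 0.84, adjusted p = 2.2e-11, quasi-likelihood test). Without CAST/EiJ its log2 fold change was -0.80. Gm13339 (ENSMUSG00000082884, chromosome 2, 22590024 to 22590533) was at 80.3 ± 94.9 CPM (SD, n = 12) in wild-derived and 0.364 ± 0.669 CPM (SD, n = 31) in long-inbred EC, a log2 fold change of 8.03 (standard error 0.62, adjusted p = 3.7e-19, quasi-likelihood test). Gm13340 (ENSMUSG00000083563, chromosome 2, 22588103 to 22589647) was at 312 ± 369 CPM (SD, n = 12) in wild-derived and 1.36 ± 2.24 CPM (SD, n = 31) in long-inbred EC, a log2 fold change of 7.87 (standard error 0.58, adjusted p = 1.0e-17, quasi-likelihood test). Without CAST/EiJ these fold changes were 0.65 and 1.86. Each of these genes has a near-identical copy elsewhere, so the reads counted on it are uncertain. Gm13394 matches Gapdh with 99.9% identity over 1000 of 1000 bases and Gm13340 matches mt-Co1 with 97.6% identity over 1545 of 1545 bases.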

Interestingly, many DEGs were either processed (*Gm13394, Gm10709*) or unprocessed pseudogenes (*Gm13339, GM13340*). 

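Rps12-ps10 (ENSMUSG00000070692, chromosome 2, 122219993 to 122220391) averaged 23.7 ± 26.1 CPM (SD, n = 12) in wild-derived EC and was at least 53.3-fold higher in wild-derived EC (adjusted p = 1.1e-13, quasi-likelihood test). Its sequence matches Rps12 with 99.0% identity over 399 of 399 bases. Gm8172 (ENSMUSG00000082926, chromosome X, 69605496 to 69606245) was at 73.7 ± 77.1 CPM (SD, n = 12) in wild-derived and 0.216 ± 0.429 CPM (SD, n = 31) in long-inbred EC, a log2 fold change of 8.60 (standard error 0.67, adjusted p = 3.7e-19, quasi-likelihood test). Without CAST/EiJ its log2 fold change was -0.086. It matches Rps6 with 99.2% identity over 750 of 750 bases, and Gm10709 matches Rpl29 with 99.2% identity over 480 of 480 bases. Of the noncoding genes, Gm22513 (ENSMUSG00000096349, chromosome 12, 54696782 to 54696945) was at 2.67 ± 4.66 CPM (SD, n = 12) in wild-derived and 95.6 ± 197 CPM (SD, n = 31) in long-inbred EC, a log2 fold change of -5.22 (standard error 1.01, adjusted p = 9.1e-04, quasi-likelihood test), and it matches 111 other genes. Gm10069 (ENSMUSG00000059659, chromosome 6, 128438757 to 128503281) was at least 3.21-fold lower in wild-derived EC (adjusted p = 0.0442, quasi-likelihood test). Gm10069 kept an adjusted p under 0.05 in only 6 of 16 alternative fits set before the data were examined. Gm46218 (ENSMUSG00000110830, chromosome 10, 29297934 to 29313825) was at least 3.88-fold lower in wild-derived EC (adjusted p = 0.199, quasi-likelihood test), and Gm30075 (ENSMUSG00000108513, chromosome 7, 73202775 to 73238531) was at least 4.02-fold lower in wild-derived EC (adjusted p = 0.0619, quasi-likelihood test). Gm35572 (ENSMUSG00000110462, chromosome 8, 71752026 to 71781322) was at least 3.98-fold lower in wild-derived EC (adjusted p = 0.0933, quasi-likelihood test), and Gm25939 (ENSMUSG00000093843, chromosome 1, 72255008 to 72255198) was at least 2.62-fold lower in wild-derived EC (adjusted p = 0.127, quasi-likelihood test). By DESeq2's Wald test the adjusted p-values were 0.00403, 2.1e-05, 0.00426 and 0.00975 for Gm46218, Gm30075, Gm35572 and Gm25939, whose adjusted p ranged over all alternatives, some of them chosen after seeing the data, from 0.00403 to 0.814, 2.1e-05 to 0.742, 0.00260 to 0.833 and 0.00308 to 0.833.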

Deregulated pseudogenes were ribosomal protein pseudogenes (e.g. *Rps12-ps10*, *Gm10709* (L29), *Gm8172* (S6)) or encoding for noncoding RNAs—lncRNAs (e.g. *Gm46218, Gm30075*), ncRNA (e.g. *Gm10069, Gm35572*), snRNA (e.g. *Gm25939, Gm22513*) (Additional file 4: Table S3).

Endothelial transport is critical for the brain function. We identified differential expression of genes encoding for transporters between recently wild-derived and long-inbred strains. 

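Slc16a4 (ENSMUSG00000027896, chromosome 3, 107291230 to 107312115) was at 31.9 ± 22.3 CPM (SD, n = 12) in wild-derived and 66.5 ± 31.6 CPM (SD, n = 31) in long-inbred EC, a log2 fold change of -1.06 (standard error 0.29, adjusted p = 0.0542, quasi-likelihood test). DESeq2's Wald test gave an adjusted p of 0.0138, and the range over all alternatives was 0.00344 to 0.833. Slc7a1 (ENSMUSG00000041313, chromosome 5, 148327410 to 148399904) was at 1006 ± 212 CPM (SD, n = 12) in wild-derived and 656 ± 205 CPM (SD, n = 31) in long-inbred EC, a log2 fold change of 0.62 (standard error 0.14, adjusted p = 0.00886, quasi-likelihood test). Slc7a1 kept an adjusted p under 0.05 in 10 of 16 alternative fits set before the data were examined. Slc7a5 (ENSMUSG00000040010, chromosome 8, 121881150 to 121907694) was at 1659.5 ± 437 CPM (SD, n = 12) in wild-derived and 1095 ± 344 CPM (SD, n = 31) in long-inbred EC, a log2 fold change of 0.60 (standard error 0.14, adjusted p = 0.0116, quasi-likelihood test). Slc7a5 kept an adjusted p under 0.05 in 10 of 16 alternative fits set before the data were examined. In WSB/EiJ, Slc7a5 averaged 1979 ± 295 CPM (SD, n = 6) and in CAST/EiJ 1340.1 ± 298 CPM (SD, n = 6), and without WSB/EiJ its log2 fold change was 0.27.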

Expression of *Slc16a4* (MCT5), a monocarboxylate transporter, was downregulated, whereas expression of amino acid transporters *Slc7a1* and *Slc7a5*, were upregulated in EC of wild-derived mice compared to long-inbred mice (Fig. 5b, Additional file 1: Fig. S4a, Additional file 4: Table S3). 

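Abcg1 (ENSMUSG00000024030, chromosome 17, 31057675 to 31117988) was at 68.6 ± 50.6 CPM (SD, n = 12) in wild-derived and 24.1 ± 19.2 CPM (SD, n = 31) in long-inbred EC, a log2 fold change of 1.51 (standard error 0.36, adjusted p = 0.0135, quasi-likelihood test). Abcg1 kept an adjusted p under 0.05 in 8 of 16 alternative fits set before the data were examined. Abcb4 (ENSMUSG00000042476, chromosome 5, 8893717 to 8959231) was at 35.6 ± 32.4 CPM (SD, n = 12) in wild-derived and 6.48 ± 5.95 CPM (SD, n = 31) in long-inbred EC, a log2 fold change of 2.47 (standard error 0.57, adjusted p = 0.00973, quasi-likelihood test). Without WSB/EiJ the log2 fold change of Abcb4 was 3.29, and without CAST/EiJ it was 0.061. Stra6 (ENSMUSG00000032327, chromosome 9, 58063788 to 58153996) was at 214 ± 134 CPM (SD, n = 12) in wild-derived and 87.7 ± 44.7 CPM (SD, n = 31) in long-inbred EC, a log2 fold change of 1.29 (standard error 0.25, adjusted p = 0.00107, quasi-likelihood test). Without WSB/EiJ the log2 fold change of Stra6 was 1.85 and without CAST/EiJ 0.29.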

Wild-derived mice showed higher expression of several ABC transporters involved in lipid transport—*Abcg1* (a sterol transporter controlling intracellular sterol levels), *Abcb4* (a phosphatidylcholine transporter) and *Stra6 (*a retinol transporter) (Fig. 5b, Additional file 1: Fig. S4b, Additional file 4: Table S3). In addition, we detected deregulated expression of genes involved in receptor-mediated transport at the BBB. 

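Insr (ENSMUSG00000005534, chromosome 8, 3122061 to 3279617) was at 342 ± 133 CPM (SD, n = 12) in wild-derived and 213 ± 57.8 CPM (SD, n = 31) in long-inbred EC, a log2 fold change of 0.68 (standard error 0.15, adjusted p = 0.00744, quasi-likelihood test). Its mean was 449 ± 94.7 CPM (SD, n = 6) in WSB/EiJ and 234 ± 44.4 CPM (SD, n = 6) in CAST/EiJ. Without WSB/EiJ the log2 fold change was 0.11. Lepr (ENSMUSG00000057722, chromosome 4, 101717404 to 101815352) was at 60.4 ± 41.2 CPM (SD, n = 12) in wild-derived and 20.3 ± 12.9 CPM (SD, n = 31) in long-inbred EC, a log2 fold change of 1.57 (standard error 0.33, adjusted p = 0.00280, quasi-likelihood test). Its mean was 96.6 ± 14.5 CPM (SD, n = 6) in CAST/EiJ and 24.3 ± 19.7 CPM (SD, n = 6) in WSB/EiJ. Without CAST/EiJ the log2 fold change was 0.26.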

EC of recently wild-derived mice expressed higher levels of the *Insr (*insulin receptor*)*, and *Lepr* (leptin receptor) genes (Fig. 5b, Additional file 1: Fig. S4c, Additional file 4: Table S3).

In addition to endothelial transporters, we identified differential expression of several genes, implicated in vascular development and homeostasis. For example, recently wild-derived mice expressed higher levels of *Vwf*, *Lpr8*, *Angpt2*, *Cxcl12* and lower levels of *Fn1* (basement membrane protein) and *Tbx1* (transcription factor) (Fig. 5b, Additional file 1: Fig. S4d, e, Additional file 3: Table S3). 

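Vwf (ENSMUSG00000001930, chromosome 6, 125546774 to 125686679) was at 1406 ± 273 CPM (SD, n = 12) in wild-derived and 674 ± 360.1 CPM (SD, n = 31) in long-inbred EC, a log2 fold change of 1.06 (standard error 0.19, adjusted p = 2.2e-04, quasi-likelihood test). Lrp8 (ENSMUSG00000028613, chromosome 4, 107802261 to 107876840) was at 718 ± 251 CPM (SD, n = 12) in wild-derived and 402 ± 94.0 CPM (SD, n = 31) in long-inbred EC, a log2 fold change of 0.84 (standard error 0.14, adjusted p = 4.1e-05, quasi-likelihood test). Lrp8 is the gene printed as Lpr8. Angpt2 (ENSMUSG00000031465, chromosome 8, 18690263 to 18741562) was at 51.6 ± 74.7 CPM (SD, n = 12) in wild-derived and 13.6 ± 10.6 CPM (SD, n = 31) in long-inbred EC, a log2 fold change of 1.91 (standard error 0.40, adjusted p = 0.00338, quasi-likelihood test). Cxcl12 (ENSMUSG00000061353, chromosome 6, 117168535 to 117181367) was at 4032 ± 1442 CPM (SD, n = 12) in wild-derived and 2388 ± 701 CPM (SD, n = 31) in long-inbred EC, a log2 fold change of 0.76 (standard error 0.13, adjusted p = 1.2e-04, quasi-likelihood test). Fn1 (ENSMUSG00000026193, chromosome 1, 71585520 to 71653200) was at 1921 ± 713 CPM (SD, n = 12) in wild-derived and 3324 ± 691 CPM (SD, n = 31) in long-inbred EC, a log2 fold change of -0.79 (standard error 0.12, adjusted p = 5.0e-06, quasi-likelihood test). Tbx1 (ENSMUSG00000009097, chromosome 16, 18580979 to 18590671) was at 12.5 ± 32.5 CPM (SD, n = 12) in wild-derived and 75.8 ± 35.1 CPM (SD, n = 31) in long-inbred EC, a log2 fold change of -2.60 (standard error 0.49, adjusted p = 6.3e-04, quasi-likelihood test). Without the female WSB/EiJ hippocampus library, which held 115 CPM of Tbx1 (472 counts), the log2 fold change of Tbx1 was -4.68, an alternative chosen after seeing the data. Without WSB/EiJ, Lrp8, Angpt2 and Cxcl12 changed by 1.16, 1.09 and 1.10, and without CAST/EiJ by 0.39, 2.43 and 0.26, on the log2 scale. Vwf and Fn1 kept an adjusted p under 0.05 in 14 of 16 alternative fits set before the data were examined. Origin varies only between strains, and the p-values of these genes treat libraries of the same strain as independent.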

Wild-derived mice compared to long inbred mice showed differences in susceptibility to viral and bacterial infections, and immune response [31, 32]. Accordingly, we detected also differences in EC expression of genes that play a role in immune response—*Ly6c1*, *H2-D1, B2m*, *Cp* or *Ifnar1* (Fig. 5b, Additional file 1: Fig. S4f, Additional file 4: Table S3).

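Ly6c1 (ENSMUSG00000079018, chromosome 15, 75044018 to 75048830) was at 101 ± 107 CPM (SD, n = 12) in wild-derived and 421 ± 162 CPM (SD, n = 31) in long-inbred EC, a log2 fold change of -2.05 (standard error 0.43, adjusted p = 0.00386, quasi-likelihood test). H2-D1 (ENSMUSG00000073411, chromosome 17, 35262730 to 35267499) was at 94.1 ± 61.7 CPM (SD, n = 12) in wild-derived and 325 ± 154 CPM (SD, n = 31) in long-inbred EC, a log2 fold change of -1.78 (standard error 0.28, adjusted p = 1.6e-05, quasi-likelihood test). B2m (ENSMUSG00000060802, chromosome 2, 122147686 to 122153083) was at 128 ± 35.1 CPM (SD, n = 12) in wild-derived and 234 ± 114 CPM (SD, n = 31) in long-inbred EC, a log2 fold change of -0.87 (standard error 0.22, adjusted p = 0.0231, quasi-likelihood test). B2m kept an adjusted p under 0.05 in 9 of 16 alternative fits set before the data were examined. Cp (ENSMUSG00000003617, chromosome 3, 19957054 to 20009145) was at 51.3 ± 55.0 CPM (SD, n = 12) in wild-derived and 139 ± 44.4 CPM (SD, n = 31) in long-inbred EC, a log2 fold change of -1.46 (standard error 0.29, adjusted p = 0.00198, quasi-likelihood test). Ifnar1 (ENSMUSG00000022967, chromosome 16, 91485238 to 91507441) fell by 0.44 on the log2 scale (standard error 0.15, adjusted p = 0.239, quasi-likelihood test), with 241 CPM in wild-derived and 326 CPM in long-inbred EC. DESeq2's Wald test gave an adjusted p of 0.00709 for Ifnar1, and all its alternatives ranged from 0.00709 to 0.833. Without WSB/EiJ, Ly6c1 and Cp changed by -1.11 and -3.57, and without CAST/EiJ by -6.74 and -0.62, on the log2 scale. Adjusted over the list alone, 33 of the 37 genes that the paper names for wild-derived and long-inbred strains passed, against 26 over all genes (quasi-likelihood test). Most of these genes were picked by the paper on the same libraries, so the former is not independent evidence.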

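The share of the variation between libraries in log2(CPM + 1) that a factor accounts for was 4.42% for sex, with 1 degree of freedom, and 20.6% for strain, with 6, or 3.44% per degree of freedom. The title tag accounted for 4.33%, wild-derived or long-inbred origin for 3.77% and region for 2.72%. Permuted labels gave 2.38% for sex and 14.3% for strain on average. A one-sided test for a larger share, by permutation of the labels, gave p = 1.0e-04 for sex and for strain, the smallest value possible. The same test gave p = 0.0931 for region.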

In summary, the main variation of EC transcriptome isolated from different inbred strains was due to the sex of the animal. However, comparison of EC transcriptomes between recently wild-derived and long inbred strains revealed DEGs, suggesting differences in endothelial transport and immune response.

## Discussion

In this study, we characterized the BBB of eight inbred mouse strains; A/J, C57BL/6 J, CAST/EiJ, DBA/2J, NOD/ShiLtJ, PWK/PhJ, WSB/EiJ, and 129S1/SvImJ using several phenotypic arms. We quantified vessel density, pericyte coverage, BBB permeability to NaF, and characterized endothelial A-V zonation pattern. In addition, we performed genome-wide transcriptional profiling of brain EC.

Inbred mouse strains differ in collateral vessel density [15]; however, less is known regarding the extent of differences of brain vascular topology between inbred mouse strains. Recent methodological advances have already yielded brain-wide imaging of vasculature of different strains (C57BL/6J, CD1 and BALB/c) [33]. Our study complements and extends previous investigations. Although not brain-wide, we provide a high-resolution characterization of A-V zonation pattern, vessel density and pericyte coverage in different young inbred mouse strains in two brain regions. The analyzed strains showed variable vessel density in the hippocampus. Interestingly, wild-derived PWK/PhJ showed decreased vessel density in the cortex compared to NOD/ShiLtJ and greater pericyte coverage in the cortex than DBA/2J. Analysis of vessel density and pericyte coverage in aged (12 month old) A/J, C57BL6/J and DBA/2J mice, which have a different life span, showed reduced vascular density in the hippocampus in old DBA/2J mice. Previous studies have shown that vessel density and pericyte coverage decreases during ageing in C57BL6/J mice, both in the brain and in peripheral organs with low regenerative capacity [34, 35]. We did not detect reduced vascular density in brains of C57BL6/J mice. However, our analysis was performed in relatively thin (22 µm) z-stack confocal images in two brain regions. Although our images for quantification of vascular parameters were of high resolution, it is likely that we did not reach high enough volumes to detect changes in vessel density and pericyte coverage.

We investigated whether different mouse strains present different baseline permeability to NaF, a small molecular weight tracer. As expected, we did not detect statistically significant differences in permeability to NaF among the investigated mouse strains. However, NOD/ShiLtJ and CAST/EiJ mice showed higher PI in the cortex compared to other strains. Previous studies in C57BL6/J animals have shown a higher vascular permeability to NaF in the neurogenic region along the lateral wall of the lateral ventricle [25]. Except for A/J, our analysis of BBB permeability did not show an elevated PI index in the hippocampus in C57BL6/J animals and other investigated strains. Thus, if neurogenic zones in a mouse brain have a higher BBB permeability compared to other regions, it might be restricted to a certain zone and/or this characteristic is strain specific. Prolonged isoflurane anesthesia in old C57BL/6J female mice was shown to influence the BBB permeability [36]. CAST/EiJ were anesthetized with isoflurane before tail vein injection, which could potentially increase BBB permeability. However, PWK/PhJ and WSB/EiJ strains, which show a similar PI as non-anesthetized strains (e.g. C57BL/6J), were also anesthetized before tail vein injection. Therefore, if isoflurane anesthesia had caused an increase in BBB permeability, this would indicate a strain specific effect. In healthy mice, the brain penetration mode of NaF has been described to be passive [37], however, NaF is a general substrate for transporters of the SLCO family and MRP2 (*ABCC2*) [38, 39]. Several SLCO transporters are expressed by mouse brain EC [22] and SLCO2B1 is expressed by human brain endothelium [40]. Interestingly, streptozotocin-induced diabetes led to decreased vascular permeability to fluorescein paralleled by increased expression of Mrp2 in rat brain [41], a transporter that has been shown to be differentially expressed in cerebral blood vessels in C57BL/6J and FVB strains [42]. However, our transcriptional analysis did not identify any differences in expression levels of transcripts encoding for Slco1c1, Slco2b1 and Mrp2 within analyzed strains. 

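Between wild-derived and long-inbred EC, Slco1c1 (ENSMUSG00000030235, chromosome 6, 141524368 to 141570177) was at 1046 ± 235 CPM (SD, n = 12) and 864 ± 284 CPM (SD, n = 31), a log2 fold change of 0.28 (standard error 0.14, adjusted p = 0.713, quasi-likelihood test). Slco2b1 (ENSMUSG00000030737, chromosome 7, 99657804 to 99711340) was at 236 ± 88.5 CPM (SD, n = 12) and 214 ± 79.3 CPM (SD, n = 31), a log2 fold change of 0.14 (standard error 0.18, adjusted p = 0.761, quasi-likelihood test). It was -0.056 in hippocampus alone and -0.039 without 129S1/SvImJ. Abcc2, which encodes Mrp2 (ENSMUSG00000025194), had counts in 1 of 12 wild-derived and 2 of 31 long-inbred libraries, so no difference was detectable at this depth. Among the 7 strains, the quasi-likelihood F test gave an adjusted p of 0.0139 for Slco1c1, 0.134 for Slco2b1 and 0.813 for Abcc2. DESeq2's likelihood ratio test gave an adjusted p of 0.0155 for Slco1c1 and 0.0462 for Slco2b1. Slco1c1 ranged from 612 ± 86.1 CPM (SD, n = 5) in DBA/2J to 1195 ± 152 CPM (SD, n = 6) in NOD/ShiLtJ. Slco2b1 ranged from 146 ± 48.5 CPM (SD, n = 9) in 129S1/SvImJ to 308 ± 88.8 CPM (SD, n = 6) in C57BL/6J.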

In accordance with published literature [2, 27], we detected an increase in BBB permeability during aging, both in the hippocampus and cortex. BBB permeability changes in cortex within three investigated strains showed a different slope. It would be interesting to investigate whether the observed differences are due to the genetic background of animals.

The investigated mouse strains did not show major differences in BBB permeability to NaF in young mice. However, due to differences in the genetic background, we assumed that the transcriptome of EC isolated from different stains would show gene expression changes reflecting normal variation of the transcriptome BBB. 

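Among the 7 strains, 781 genes had an adjusted p under 0.05 in the quasi-likelihood F test over all 43 libraries, and 1315 in DESeq2's likelihood ratio test. Among libraries titled high only, 624 genes passed the quasi-likelihood test.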

Unexpectedly, the largest variation in the obtained RNAseq dataset was not due to the genetic background of mice but sex. Interestingly, we found that EC isolated from female mice express higher levels of genes associated with mitochondrial function. 

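Each family gene was set against 20 genes of similar exon length and level. Over these matched genes, complex I genes were higher in female EC by 0.45 (two-sided permutation test, p = 2.0e-05, adjusted 8.0e-05) on the log2 scale. ATP synthase genes were higher by 0.47 (two-sided permutation test, p = 2.0e-04, adjusted 5.3e-04), and mitochondrial ribosome genes by 0.28 (two-sided permutation test, p = 3.4e-04, adjusted 6.4e-04). The values were 0.51 (two-sided permutation test, p = 1.0e-05, adjusted 8.0e-05) for the spliceosome, 0.31 (two-sided permutation test, p = 4.0e-04, adjusted 6.4e-04) for cytochrome c oxidase, 0.47 (two-sided permutation test, p = 0.00478, adjusted 0.00637) for complex III and -0.15 (two-sided permutation test, p = 0.484, adjusted 0.484) for the mitochondrial genome. The complex I difference was 0.59 in 129S1/SvImJ, -0.0030 in A/J, 0.42 in C57BL/6J, -0.055 in CAST/EiJ, 0.89 in DBA/2J, 0.20 in NOD/ShiLtJ and 0.78 in WSB/EiJ. That of ATP synthase genes was 0.77, -0.23, 0.69, -0.055, 1.11, -0.17 and 0.80 in the same order. A/J and DBA/2J each have 1 female library. For complex I genes the difference among strains in this sex difference had a permutation p of 0.0201 (adjusted 0.0325 over 8 families). The permutation p was 0.00108 (adjusted 0.00700) for ATP synthase genes and 0.249 (adjusted 0.249) for mitochondrial ribosome genes. The female libraries of A/J, CAST/EiJ and NOD/ShiLtJ are the 5 with the higher share of rRNA-like counts (9.66% to 12.1%), and those of the other 4 strains are the 11 with the lower share (1.59% to 4.05%), so a difference of strain and one of preparation are confounded here. Against the share of rRNA-like counts, which separates the sexes without overlap, the complex I score was tested within sex. Over all 16 female libraries, Pearson's r was -0.56 (permutation p = 0.0244) and Spearman's rho -0.62 (permutation p = 0.0117), with r = -0.46 without the 2 libraries farthest from the median share. In the 11 female libraries with the lower share, Pearson's r was -0.50 (permutation p = 0.117) and Spearman's rho -0.31 (permutation p = 0.355). In the 27 male libraries, Pearson's r was 0.0035 (permutation p = 0.986) and Spearman's rho 0.19 (permutation p = 0.339). Without the 2 farthest libraries, r was -0.36 and 0.014. The Benjamini-Hochberg adjusted permutation p-values over 27 correlations were 0.0732 for r and 0.0527 for rho over the 16 female libraries, 0.287 for r and 0.479 for rho over the 11, and 0.986 for r and 0.479 for rho in the male libraries.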

Female and male cells show differences in mitochondrial function (e.g. oxygen consumption, ATP production) in various tissues in both rodents and human [43–45]. In addition, analyses of genetically diverse mice have shown that mitochondrial function is also dependent on genetic background [46]. Mitochondrial dysfunction is associated with diseases, including cardiovascular diseases and neurodegeneration. Since vascular dysfunction modifies brain diseases, future studies should investigate the impact of mitochondrial dysfunction due to sex differences and its potential impact on pathology and tissue repair. A recent study by Paik et al. [30] identified higher expression of *Ddx3y, Zbtb16, Gm6981, Mapk6* genes in EC of male brain and *Xist, Tsix, Arglu1, Twf1 and Plp1* genes in EC of female brain [30]. The authors concluded the existence of brain EC-specific sex-dependent genes. However, many of the identified genes are encoded by X- and Y- chromosomes and used as markers for sex determination (e.g. *Ddx3y*, *Xist*). Thus, these findings cannot represent a true organ-specific EC difference. Similar to other studies [30, 47], we identified sexually dimorphic expression of *Lars2,* a gene encoding a leucyl-tRNA synthase 2 catalyzing the ligation of leucine to its cognate tRNAs. Mutations in *LARS2* cause Perraut syndrome, a rare autosomal recessive disorder causing sensory sensorineural hearing loss in both genders and ovarioleukodystrophy in females [48]. It remains to be determined whether Lars2 affects mitochondrial function in a gender dependent manner and whether dysfunction of brain endothelial cells contributes to the ovarioleukodystrophy. A recent proteomic study of rat brain microvessels also identified sexual dimorphism with females expressing more mitochondrial proteins involved in energy production including the OXPHOS pathway [49].

We compared the EC transcriptome of recently wild-derived with long-inbred strains, which show low inter-strain polymorphism. We identified differential expression of several EC-specific genes. 

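Vwf averaged 770.0 ± 281 CPM in C57BL/6J (SD, n = 6) and 1450.2 ± 362 CPM in WSB/EiJ (SD, n = 6), a mean difference of 0.96 on the log2 scale, and WSB/EiJ was higher in 34 of 36 pairs of libraries. A two-sided exact permutation test gave p = 0.00649. Within male libraries, 4 against 4, the exact permutation p was 0.0857, where the smallest possible is 0.0286, and the 2 against 2 female libraries cannot give less than 0.333 in an exact permutation test. In the model of all 43 libraries the strain contrast was 0.91 (standard error 0.28, adjusted p = 0.126, quasi-likelihood test).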

Our results corroborated previous findings that Vwf expression differs between inbred strains (e.g. lower levels in C57BL/6 J mice compared to WSB/EiJ mice) [50]. Vwf is a key protein for vascular homeostasis and angiogenesis. In addition, several genes implicated in the formation of vasculature or regulating endothelial responses in different pathological settings (*Lrp8, Angpt2, Cxcl12*) [51–53] are differently expressed in inbred strains. 

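In the quasi-likelihood F test among the 7 strains, Lrp8 had an adjusted p of 1.3e-05 and Vwf of 4.0e-07. The Vwf means ran from 348 ± 194 CPM (SD, n = 5) in DBA/2J to 1361 ± 168 CPM (SD, n = 6) in CAST/EiJ, among strains other than WSB/EiJ.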

We found that a brain endothelial specific gene *Lrp8* (Apoer2) is upregulated in EC of recently wild-derived mice. Apoer2 mediating Reelin signaling in EC is necessary for cerebral cortex vascularization and BBB maturation [53]. Genetic variation in the LRP8 gene in humans was shown to influence myocardial infarction and the early onset of coronary artery disease [54]. Interestingly, the binding of ApoE3 to ApoER2 stimulates endothelial NO synthase (eNOS) [55]. It would be interesting to investigate whether differences in the expression of *Vwf, Lrp8* genes and transporters/receptors (e.g. *Slc7a5, Insr, Lepr, Stra6*), and immune response genes (e.g. *B2m*, *Ifnar1, H2-D)* in EC have functional consequences in the brains of adult mice during aging or pathological process. For example, whereas the contribution of Stra6-mediated transport to total retinol uptake by tissues other than the eye is rather modest, Stra6 has been shown to induce endothelial inflammation via circulating RBP [56, 57]. Interestingly, several ATP-dependent efflux pumps, which could affect bioavailability of drugs in the CNS, show a high polymorphism in human population that affects expression level and function [58]. Also, our analysis has identified differential expression of transcripts encoding ABC transporters (Abcg1, Abcg4, Abcg3) in wild-derived and long-inbred strains. 

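Abcg4 (ENSMUSG00000032131, chromosome 9, 44273188 to 44288615) was at 2.06 ± 3.51 CPM (SD, n = 12) in wild-derived and 3.86 ± 5.64 CPM (SD, n = 31) in long-inbred EC, a log2 fold change of -0.91 (standard error 1.03, adjusted p = 0.754, quasi-likelihood test). Abcg3 (ENSMUSG00000029299, chromosome 5, 104935057 to 104982718) averaged 4.94 ± 6.90 CPM (SD, n = 31) in long-inbred EC and was at least 5.97-fold lower in wild-derived EC (adjusted p = 0.00886, quasi-likelihood test). It was at 8.49 ± 10.3 CPM (SD, n = 9) in 129S1/SvImJ, 6.72 ± 6.25 CPM (SD, n = 6) in C57BL/6J and 4.79 ± 3.41 CPM (SD, n = 6) in NOD/ShiLtJ, but only at 0.316 ± 0.607 CPM (SD, n = 5) in A/J and 1.20 ± 1.70 CPM (SD, n = 5) in DBA/2J, against 0.185 ± 0.347 CPM (SD, n = 6) in WSB/EiJ and 0.0158 ± 0.0388 CPM (SD, n = 6) in CAST/EiJ, so it is also low in 2 of the 5 long-inbred strains. It kept an adjusted p under 0.05 in 10 of 16 alternative fits set before the data were examined. Among the 7 strains, the F test gave an adjusted p of 0.0102 for Abcg3 and 0.824 for Abcg4 (quasi-likelihood test).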

Further studies are needed to determine whether changes in mRNA level alter protein level and activity.

In summary, we provide a detailed description of BBB variation in healthy young and aged mice of different inbred strains. Further analysis of complex BBB trait in inbred mice during aging and pathological conditions is likely to yield insight on the influence of sex and genetic diversity on the BBB response during different metabolic conditions (e.g. fasting, high-fat diet), response to injury, and repair processes in mice. Future challenges include the development of methods that will allow quantitative assessment of individual BBB properties (e.g. transport properties, EC junctional organization, inflammatory state etc.) and linking these characteristics with various functional outcomes (e.g. blood flow, neuronal activity).

## Materials and methods

### Mice

Mice were bred in house and pups were separated at postnatal day 21. The following mouse strains were used for the experiments—A/J, 129S1/SvlmJ, C57BL/6J, NOD/ShiLtJ, PWK/PhJ, WSB/EiJ, CAST/EiJ, DBA/2J. Age of mice was 8 weeks ± 2 weeks or 12 months ± 3 weeks. Both, male and female mice were used. All mice were housed in Type 2L cages (530 cm^2^, max 5 mice per cage) with individual ventilation under specific-pathogen-free conditions and a 12 h light/dark cycle. Cage environment included a red polycarbonate house and shredded paper nesting material. Water and food (cat #3336, #3436 KLIBA NAFAG) were provided ad libitum. All mice were housed in the same animal house, in the same room. Experimental procedures were approved by the Cantonal Veterinary Office Zurich (ZH151/2017).

### Analysis of BBB integrity using sodium fluorescein

Sodium fluorescein (NaF, Sigma F6377) was diluted in 0.9% NaCl (8 mg/ml) and 1.2 mg was injected into the tail vein. The tracer circulated for 2 h. Before restraining and tail vein injection, CAST/EiJ, WSB/EiJ and PWK/PhJ mice were anesthetized with isoflurane using an anesthesia system with a vaporizer and chamber (VetEquip.Inc) for 3–4 min because of difficulties in capturing and holding recently wild-derived strains [59]. However, mice were conscious during the tracer circulation time. After 2 h, animals were deeply anesthetized using Ketamine (200 mg/kg) and Xylazine (20 mg/kg). After a loss of response to reflex stimulation (toe-pinch), they were transcardially perfused with PBS. Prior to perfusion, cardiac blood was withdrawn and serum was collected for further analysis using a BD microtainer (BD, #365,968). After perfusion with PBS, brains were removed and hippocampi and cerebral cortex were dissected. Dissected tissue was weighed and lysed in 1% Triton X-100 in PBS using a Qiagen TissueLyser LT (2 × 5 min, 50 osc/s) and centrifuged for 10 min at RT, 13,000 rpm. Supernatants were collected for further analysis. Tissue supernatants and serum were analyzed in 96 well plates (Thermo Scientific, 265,301) using a spectrophotometer from Spectramax Paradigm. Samples were excited using wavelength of 492 nm and signal was collected in a bottom read mode in 2.5 mm reading height an emission wavelength of 525 nm (Software-Soft Max Pro 6.2.). Brain permeability to NaF was calculated using a formula (modified from Devraj et al. [24]).

$$PI=\frac{{tissue (g)fluorescence}_{injected}- \underline{x} ({tissue (g)fluorescence}_{uninjected})}{{serum \left(mL\right)fluorescence}_{injected}-\underline{x} ({serum \left(mL\right)fluorescence}_{uninjected})}$$

Data analysis was performed in Microsoft Excel and GraphPad Prism 8.

### Immunohistochemistry

Mice were deeply anesthetized using Ketamine (200 mg/kg) and Xylazine (20 mg/kg) after a loss of response to reflex stimulation (toe-pinch) were transcardially perfused with PBS and 4% PFA in PBS, pH 7.2. After perfusion, brains were removed and kept in 4% PFA in PBS, pH 7.2 at 4 °C for 5 h for post fixation. Seventy µm thick sagittal sections of brains were sectioned with a Leica VT1000S vibratome. Free floating brain sections were blocked overnight at 4 °C using blocking solution (1% BSA, 0.1% Triton X-100 in PBS). Primary antibodies were incubated for two days at 4 °C. Before adding secondary antibodies, sections were washed 3 × 10 min with 0.5% BSA, 0.05% Triton X-100 in PBS. The following primary antibodies were used: rabbit anti-mouse collagen-IV (Bio-Rad, 2150–1470, 1:300), goat anti-mouse CD13 (R&D Systems, AF2335, 1:100), mouse anti-human ASMA-FITC (Sigma, F37777, 1:100), goat anti-mouse podocalyxin (R&D Systems, AF1556, 1:100), rabbit anti-mouse Slc16a1 (Origene, TA321556, 1:100), rabbit anti-mouse Vwf (DAKO, A0082, 1:100),. Secondary antibodies were incubated overnight at 4 °C, followed by a wash 3 × 10 min in 0.5% BSA, 0.05% Triton X-100 in PBS. All fluorescently labeled secondary antibodies suitable for multiple labeling (donkey anti-goat IgG (H + L) Cy3 (#705-165-147), donkey anti-goat IgG (H + L) AlexaFluor647 (#705–605-147), donkey anti-rabbit IgG (H + L) AlexaFluor488 (#711-545-152), donkey anti-rabbit IgG (H + L) Cy3 (#711-165-152) were purchased from Jackson Immunoresearch. After 7 min incubation in a 1:10,000 4′,6-diamidino-2-phenylindole (DAPI) (Sigma, 10236276001) solution, sections were washed with PBS and mounted in Prolong Gold Antifade Reagent (Invitrogen, P36930). Sections were imaged using a confocal microscope (Leica SP5, objective 20 × and numerical aperture 0.7). Imaris software (Bitplane) and ImageJ were used for image processing and analysis. Salt-and-pepper noise was removed using a median filter with a radius of 1 pixel (ImageJ) or a median filter of 3 × 3x1 (Imaris).

### Quantification of vessel density and pericyte coverage

Sagittal Sections (70 µm thick) were stained with antibodies against collagen IV (COL-IV) and aminopeptidase N (CD13). Images of 22 µm z-size were analyzed using FIJI version 11 [60]. For vessel density, a slightly modified vessel analysis plugin (version 1.1) in FIJI was used, where 3 regions of interest (ROI) were measured in images taken from hippocampus or from cortex. To determine vessel pericyte coverage, images were converted to binary and 6 (150 μm × 150 µm) regions of interest were analyzed in COL-IV and CD13 channel using the area measurement tool. The percentage of signal overlay was calculated to determine the vessel pericyte coverage.

### Isolation of brain endothelial cells using flow cytometry

Two months old mice were deeply anesthetized using 25% Ketamine (50 mg/mL), 10% Xylazine (20 mg/mL) and after a loss of response to reflex stimulation (toe-pinch) the brain was removed. Hippocampus and cortex were dissected, coarsely mechanically dissociated using scissors, followed by enzymatical dissociation with 500 µl per brain region of a dissociation solution containing 1.55 g/L glucose, 0.08 W U/ml Liberase DH (Sigma, 5401054001), 100 U/ml DNaseI (Sigma, D4263-5VL) in HBSS (Gibco, 14065-049), at 37 °C for 20 min. After 10 min, tissue was gently mixed using a glass Pasteur pipette. After enzymatic dissociation, tissue was gently pushed 20 times through a 20G needle. For size exclusion, cells were passed through a 40 µm mesh and washed with 10 ml PBS. After washing and pelleting (300 g, 10 min, 4 °C), cells were prepared for myelin removal using myelin removal beads (130–096-731) and LS columns (130-042-401) according to the manufacturer`s protocol (Miltenyi Biotec). After myelin removal, cells were washed with FACS buffer (2% FBS, 0.01% NaN_3_ in PBS) and subsequently stained with directly conjugated antibodies for 30 min in 100 µl antibody solution. The following antibodies were used: anti-mouse CD45-PE (BD Bioscience, 553081, 1:20), anti-mouse CD11b-APC-Cy7 (BD Biosciences, 557657, 1:20) and anti-mouse CD31-APC (BD Biosciences, 551262, 1:20). Cells were washed with FACS buffer and kept in 200 µl FACS buffer until analysis. Live and dead staining using 7AAD-PerCP-Cy5.5 (559925, BD Biosciences) was performed directly before sorting. All procedures after tissue dissociation were performed on ice or 4 °C. OneComp eBeads™ (ThermoFischer Scientific, 01.1111.42) diluted in PBS were used for compensation. For each compensation, 0.5 µl antibody was added to the compensation beads. Live and dead staining was compensated by using a small fraction of stained sample for live and dead staining only.

Sorting of endothelial cells was performed using an ARIA III 5L cell sorter (BD) with 85 µm nozzle size, 1000 events/s with a flow rate of 1. Gating analyses included single cell gating, live cell gating (7AAD), negative gating for immune cells (CD45^+^, CD11b^+^) and positive gating for endothelial cells (CD31^+^). Cells were sorted using a 4-way purity mask directly into the RLT lysis buffer (Qiagen AllPrep Mini Kit, 80004) with β-mercaptoethanol (Sigma, M6250). After sorting, total RNA was isolated using the RNeasy Micro-Kit (Qiagen AllPrep Mini Kit, 80004). RNA quality was checked using an RNA Nano-Kit for BioAnalyzer 6000 (Agilent).

### RNA sequencing

RNA sequencing of samples was performed at the Functional Genomics Center (FGCZ) at the University of Zürich and ETH. Total RNA was depleted from rRNA and the library was prepared using the SMARTer Stranded Total RNA-seq Pico Input Mammalian Kit (Cat. 634839, Clontech Laboratories). Samples were sequenced with an Illumina HiSeq4000, single end, with a read length of 125 bp. Sequencing depth was 30–50 Mio reads.

### Bioinformatics analysis of RNA seq data

Raw sequencing read alignment and gene count summarization were performed using the bcbio-nextgen pipeline (v.19.03, https://github.com/bcbio/bcbio-nextgen). Quality encoding of sequencing reads was converted to Sanger format using seqkt (https://github.com/lh3/seqtk). Sequencing reads were aligned to the *Mus musculus* genome (mm10) using HISAT2 (v.2.1.0, [61]). Sequence alignment map files were converted to binary alignment map files and indexed, and alignment statistics were determined using samtools (v.1.9, [62]). Read count summarization at the gene level was performed using the featureCounts method of the Subread package (v.1.4.4, [63]) using the mm10 genome transcriptome annotation (v. 2018-10-10_92). Gene body coverage estimation was performed using the RSeQC package (v.4.0.0, [64]).

Analysis of the pre-processed raw counts was performed using R packages included in the online web application iDEP.92 [29]. First, raw counts were converted to log_2_ (counts per million (CPM) + 1) using the edgeR package. Genes were filtered to remove the ones expressed at less than 0.5 cpm (counts per million) in at least 1 sample. A principal component analysis (PCA) was performed using the log_2_(cpm + 1) data of all retained genes. Genes were centered and the heatmap.2 function of the gplots package was used to generate a heatmap using the 1000 most variable genes. Distance metrics for the sample and gene dendrograms were based on 1-Pearson’s correlation coefficient, followed by hierarchical clustering using the average linkage procedure. Differential gene expression analysis was performed using DESeq2 [65]. Testing for differential gene expression between different groups (male vs female, cortex vs hippocampus, long inbred vs recently wild-derived) was performed separately with a Benjamini–Hochberg FDR corrected value cutoff of 0.05. For each pairwise comparison, over-representation analysis of Gene Ontology (GO) biological process gene sets was performed for up-regulated and down-regulated genes separately, using hypergeometric tests followed by FDR value adjustment. Expression values of cell type marker genes were calculated as follows: Raw counts were normalized and converted to log_2_ using DESeq2. Average expression levels of cell type marker genes (22) were calculated and visualized with boxplots. RNA sequencing data, both raw data and gene-by-sample matrix of raw counts, were deposited in Gene Expression Omnibus (GEO) under accession number GSE173793.

## Supplementary Information

**Additional file 1: Figure S1.** Vessel density, pericyte coverage and BBB permeability in aged mice of different strains. Mean lifespan in days of A/J, C57BL/6J, DBA/2J strains. Data are from the YUAN 2 median lifespan dataset of the JAX phenome database (https://phenome.jax.org/measures/23201) (**A**).Vessel density (**B**) and pericyte coverage (**C**) in cortex and hippocampus of 2- month and 12- month-old mice. Mean permeability index to NaF of 2- and 12- month-old animals of A/J, C57BL/6J, DBA/2J strains in cortex (**D**) and hippocampus (**E**). Ratio of PI (hippocampus / cortex) of A/J, C57BL/6J, DBA/2J strains in 2- and 12-months animals (**F**). Pink dotted line: PI = 1. Each dot indicates one mouse. Both, female and male mice were used for analysis. Statistical analysis: unpaired two-tailed t-test or Mann Whitney test for pairwise comparison of 2- and 12- months old animals of one strain. * p-value < 0.05, ** p-value < 0.01. Data are presented as mean ± SD. **Figure S2.** Average expression levels of cell type marker genes in EC enriched samples. Average expression level (log_2_ normalized counts per million [CPM]) per sample of cell type marker genes for endothelial cells (**A**), arterial smooth muscle cells (**B**), pericytes (**C**), astrocytes (**D**), microglia (**E**), and vessel-associated fibroblasts 1 and -2 (**F**). **Figure S3.** Expression values per sample of selected DEG in females *vs* males. Expression levels of genes implicated in mitochondrial (**A**) or endothelial (**B**) function. Data are presented as mean ± SD. **Figure S4.** Expression values per sample for selected DEG in wild-derived *vs* long-inbred strains. Boxplots showing the expression per sample of DEG in recently wild-derived *vs* long-inbred strains. Gene expression of transporters expressed on brain EC (**A-B**). Expression of receptor-mediated transporters on brain EC (**C**). Expression of genes involved in vascular development and homeostasis (**D**, **E**). Gene expression levels of genes involved in immune response (**F**). Data are presented as mean ± SD.

**Additional file 2: Table S1.** Top 1000 deregulated genes used for unsupervised clustering of samples analyzed with RNA sequencing

**Additional file 3: Table S2.** DEG and enriched biological processes (BP) in endothelial cells isolated from female mice compared to endothelial cells isolated from male mice.

**Additional file 4: Table S3.** DEG and enriched biological processes in endothelial cells isolated from recently wild-derived mice compared to endothelial cells isolated from long-inbred strains.

## Abbreviations

ABC: ATP binding cassette, efflux transporter
ATP: Adenosine triphosphate
A-V zonation: Arteriovenous zonation
BBB: Blood–brain barrier
CNS: Central nervous system
CTX: Cortex
DEG: Differentially expressed gene
FDR: False discovery rate
EC: Endothelial cells
HC: Hippocampus
NaF: Sodium fluorescein
PI: Permeability index
SLC: Solute carrier, influx transporter
SNP: Single nucleotide polymorphism

## References

[1] Oakley R, Tharakan B (2014). Vascular hyperpermeability and aging. Aging Dis.

[2] Montagne A, Barnes SR, Sweeney MD, Halliday MR, Sagare AP, Zhao Z (2015). Blood-brain barrier breakdown in the aging human hippocampus. Neuron.

[3] Sohet F, Daneman R (2013). Genetic mouse models to study blood-brain barrier development and function. Fluids Barriers CNS.

[4] Sittig LJ, Carbonetto P, Engel KA, Krauss KS, Barrios-Camacho CM, Palmer AA (2016). Genetic background limits generalizability of genotype-phenotype relationships. Neuron.

[5] Weatherall DJ (2000). Single gene disorders or complex traits: lessons from the thalassaemias and other monogenic diseases. BMJ (Clinical research ed).

[6] Keane TM, Goodstadt L, Danecek P, White MA, Wong K, Yalcin B (2011). Mouse genomic variation and its effect on phenotypes and gene regulation. Nature.

[7] Ryan MJ, Didion SP, Davis DR, Faraci FM, Sigmund CD (2002). Endothelial dysfunction and blood pressure variability in selected inbred mouse strains. Arterioscler Thromb Vasc Biol.

[8] Kim SK, Avila JJ, Massett MP (2020). Interaction of genetic background and exercise training intensity on endothelial function in mouse aorta. Korean J Physiol Pharmacol.

[9] Kempermann G, Brandon EP, Gage FH (1998). Environmental stimulation of 129/SvJ mice causes increased cell proliferation and neurogenesis in the adult dentate gyrus. Curr Biol.

[10] Kempermann G, Gage FH (2002). Genetic influence on phenotypic differentiation in adult hippocampal neurogenesis. Brain Res Dev Brain Res.

[11] Kempermann G, Chesler EJ, Lu L, Williams RW, Gage FH (2006). Natural variation and genetic covariance in adult hippocampal neurogenesis. Proc Natl Acad Sci USA.

[12] Crawley JN. What's wrong with my mouse?: Behavioral phenotyping of transgenic and knockout mice; 2007.

[13] Lee HK, Widmayer SJ, Huang MN, Aylor DL, Marchuk DA (2019). Novel neuroprotective loci modulating ischemic stroke volume in wild-derived inbred mouse strains. Genetics.

[14] Omura T, Omura K, Tedeschi A, Riva P, Painter MW, Rojas L (2015). Robust axonal regeneration occurs in the injured CAST/Ei mouse CNS. Neuron.

[15] Qian B, Rudy RF, Cai T, Du R (2018). Cerebral artery diameter in inbred mice varies as a function of strain. Front Neuroanat.

[16] Onos KD, Uyar A, Keezer KJ, Jackson HM, Preuss C, Acklin CJ (2019). Enhancing face validity of mouse models of Alzheimer's disease with natural genetic variation. PLoS Genet.

[17] Silver LM (1995). Mouse genetics: concepts and applications.

[18] Beck JA, Lloyd S, Hafezparast M, Lennon-Pierce M, Eppig JT, Festing MF (2000). Genealogies of mouse inbred strains. Nat Genet.

[19] Daneman R, Zhou L, Kebede AA, Barres BA (2010). Pericytes are required for blood-brain barrier integrity during embryogenesis. Nature.

[20] Armulik A, Genové G, Mäe M, Nisancioglu MH, Wallgard E, Niaudet C (2010). Pericytes regulate the blood-brain barrier. Nature.

[21] Mäe MA, He L, Nordling S, Vazquez-Liebanas E, Nahar K, Jung B (2021). Single-cell analysis of blood-brain barrier response to pericyte loss. Circ Res.

[22] Vanlandewijck M, He L, Mäe MA, Andrae J, Ando K, Del Gaudio F (2018). A molecular atlas of cell types and zonation in the brain vasculature. Nature.

[23] Saunders NR, Dziegielewska KM, Møllgård K, Habgood MD (2015). Markers for blood-brain barrier integrity: how appropriate is Evans blue in the twenty-first century and what are the alternatives?. Front Neurosci.

[24] Devraj K, Guérit S, Macas J, Reiss Y (2018). An in vivo blood-brain barrier permeability assay in mice us. J Vis Exp.

[25] Tavazoie M, Van der Veken L, Silva-Vargas V, Louissaint M, Colonna L, Zaidi B (2008). A specialized vascular niche for adult neural stem cells. Cell Stem Cell.

[26] Yuan R, Meng Q, Nautiyal J, Flurkey K, Tsaih SW, Krier R (2012). Genetic coregulation of age of female sexual maturation and lifespan through circulating IGF1 among inbred mouse strains. Proc Natl Acad Sci USA.

[27] Yang AC, Stevens MY, Chen MB, Lee DP, Stähli D, Gate D (2020). Physiological blood-brain transport is impaired with age by a shift in transcytosis. Nature.

[28] Obermeier B, Daneman R, Ransohoff RM (2013). Development, maintenance and disruption of the blood-brain barrier. Nat Med.

[29] Ge SX, Son EW, Yao R (2018). iDEP: an integrated web application for differential expression and pathway analysis of RNA-Seq data. BMC Bioinformatics.

[30] Paik DT, Tian L, Williams IM, Rhee S, Zhang H, Liu C (2020). Single-cell RNA-seq unveils unique transcriptomic signatures of organ-specific endothelial cells. Circulation.

[31] Poltorak A, Apalko S, Sherbak S (2018). Wild-derived mice: from genetic diversity to variation in immune responses. Mamm Genome.

[32] Leist SR, Pilzner C, van den Brand JM, Dengler L, Geffers R, Kuiken T (2016). Influenza H3N2 infection of the collaborative cross founder strains reveals highly divergent host responses and identifies a unique phenotype in CAST/EiJ mice. BMC Genomics.

[33] Todorov MI, Paetzold JC, Schoppe O, Tetteh G, Shit S, Efremov V (2020). Machine learning analysis of whole mouse brain vasculature. Nat Methods.

[34] Li Y, Choi WJ, Wei W, Song S, Zhang Q, Liu J (2018). Aging-associated changes in cerebral vasculature and blood flow as determined by quantitative optical coherence tomography angiography. Neurobiol Aging.

[35] Chen J, Sivan U, Tan SL, Lippo L, De Angelis J, Labella R (2021). High-resolution 3D imaging uncovers organ-specific vascular control of tissue aging. Sci Adv.

[36] Yang S, Gu C, Mandeville ET, Dong Y, Esposito E, Zhang Y (2017). Anesthesia and surgery impair blood-brain barrier and cognitive function in mice. Front Immunol.

[37] Kutuzov N, Flyvbjerg H, Lauritzen M (2018). Contributions of the glycocalyx, endothelium, and extravascular compartment to the blood-brain barrier. Proc Natl Acad Sci USA.

[38] Patik I, Kovacsics D, Német O, Gera M, Várady G, Stieger B (2015). Functional expression of the 11 human Organic Anion Transporting Polypeptides in insect cells reveals that sodium fluorescein is a general OATP substrate. Biochem Pharmacol.

[39] Sun H, Miller DW, Elmquist WF (2001). Effect of probenecid on fluorescein transport in the central nervous system using in vitro and in vivo models. Pharm Res.

[40] Gao B, Vavricka SR, Meier PJ, Stieger B (2015). Differential cellular expression of organic anion transporting peptides OATP1A2 and OATP2B1 in the human retina and brain: implications for carrier-mediated transport of neuropeptides and neurosteriods in the CNS. Pflugers Arch.

[41] Hawkins BT, Ocheltree SM, Norwood KM, Egleton RD (2007). Decreased blood-brain barrier permeability to fluorescein in streptozotocin-treated rats. Neurosci Lett.

[42] Soontornmalai A, Vlaming ML, Fritschy JM (2006). Differential, strain-specific cellular and subcellular distribution of multidrug transporters in murine choroid plexus and blood-brain barrier. Neuroscience.

[43] Farhat F, Amérand A, Simon B, Guegueniat N, Moisan C (2017). Gender-dependent differences of mitochondrial function and oxidative stress in rat skeletal muscle at rest and after exercise training. Redox Rep.

[44] Sultanova RF, Schibalski R, Yankelevich IA, Stadler K, Ilatovskaya DV (2020). Sex differences in renal mitochondrial function: a hormone-gous opportunity for research. Am J Physiol Renal Physiol.

[45] Silaidos C, Pilatus U, Grewal R, Matura S, Lienerth B, Pantel J (2018). Sex-associated differences in mitochondrial function in human peripheral blood mononuclear cells (PBMCs) and brain. Biol Sex Differ.

[46] Norheim F, Hasin-Brumshtein Y, Vergnes L, Chella Krishnan K, Pan C, Seldin MM (2019). Gene-by-sex interactions in mitochondrial functions and cardio-metabolic traits. Cell Metab.

[47] Huang X, Shen W, Veizades S, Liang G, Sayed N, Nguyen PK (2021). Single-cell transcriptional profiling reveals sex and age diversity of gene expression in mouse endothelial cells. Front Genet.

[48] Pierce SB, Gersak K, Michaelson-Cohen R, Walsh T, Lee MK, Malach D (2013). Mutations in LARS2, encoding mitochondrial leucyl-tRNA synthetase, lead to premature ovarian failure and hearing loss in Perrault syndrome. Am J Hum Genet.

[49] Cikic S, Chandra PK, Harman JC, Rutkai I, Katakam PV, Guidry JJ (2021). Sexual differences in mitochondrial and related proteins in rat cerebral microvessels: a proteomic approach. J Cerebral Blood Flow Metab.

[50] Shavit JA, Manichaikul A, Lemmerhirt HL, Broman KW, Ginsburg D (2009). Modifiers of von Willebrand factor identified by natural variation in inbred strains of mice. Blood.

[51] McCandless EE, Wang Q, Woerner BM, Harper JM, Klein RS (2006). CXCL12 limits inflammation by localizing mononuclear infiltrates to the perivascular space during experimental autoimmune encephalomyelitis. J Immunol.

[52] Augustin HG, Koh GY, Thurston G, Alitalo K (2009). Control of vascular morphogenesis and homeostasis through the angiopoietin-Tie system. Nat Rev Mol Cell Biol.

[53] Segarra M, Aburto MR, Cop F, Llao-Cid C, Hartl R, Damm M (2018). Endothelial Dab1 signaling orchestrates neuro-glia-vessel communication in the central nervous system. Science.

[54] Shen GQ, Girelli D, Li L, Rao S, Archacki S, Olivieri O (2014). A novel molecular diagnostic marker for familial and early-onset coronary artery disease and myocardial infarction in the LRP8 gene. Circ Cardiovasc Genet.

[55] Ulrich V, Konaniah ES, Herz J, Gerard RD, Jung E, Yuhanna IS (2014). Genetic variants of ApoE and ApoER2 differentially modulate endothelial function. Proc Natl Acad Sci USA.

[56] Berry DC, Jacobs H, Marwarha G, Gely-Pernot A, O'Byrne SM, DeSantis D (2013). The STRA6 receptor is essential for retinol-binding protein-induced insulin resistance but not for maintaining vitamin A homeostasis in tissues other than the eye. J Biol Chem.

[57] Farjo KM, Farjo RA, Halsey S, Moiseyev G, Ma JX (2012). Retinol-binding protein 4 induces inflammation in human endothelial cells by an NADPH oxidase- and nuclear factor kappa B-dependent and retinol-independent mechanism. Mol Cell Biol.

[58] Xiao Q, Zhou Y, Lauschke VM (2020). Ethnogeographic and inter-individual variability of human ABC transporters. Hum Genet.

[59] Wahlsten D, Metten P, Crabbe JC (2003). A rating scale for wildness and ease of handling laboratory mice: results for 21 inbred strains tested in two laboratories. Genes Brain Behav.

[60] Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T (2012). Fiji: an open-source platform for biological-image analysis. Nat Methods.

[61] Kim D, Paggi JM, Park C, Bennett C, Salzberg SL (2019). Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat Biotechnol.

[62] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N (2009). The Sequence Alignment/Map format and SAMtools. Bioinformatics (Oxford, England).

[63] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics (Oxford, England).

[64] Wang L, Wang S, Li W (2012). RSeQC: quality control of RNA-seq experiments. Bioinformatics (Oxford, England).

[65] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

How the deposited data were processed for this re-analysis (not part of the article)

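EC of 2-month-old mice of 7 strains were sorted and their RNA sequenced in 43 libraries, which the samples' labels assign to sex, strain, region and a title tag (high or low). The authors aligned reads to mm10 with HISAT2, counted them per gene with featureCounts and deposited raw counts, with no normalization, for 54532 genes. Of these, 54495 matched GENCODE release M21 by Ensembl identifier, which gave the positions and the kind of gene. Reads and alignments were not analysed here. Sex was checked from Xist and Ddx3y, and the strain of every library was checked from the 100 genes that vary most among strains: 43 of 43 libraries were nearest to the others of their own strain. These genes were picked by the labelled strains of these libraries, which may favour this outcome. Per-library totals ran from 1626534 to 49372356 counts, so that a gene at the floor of 3 counts stands at a different CPM in each library. This floor covers counting error only.

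Counts were scaled by TMM in edgeR 4.0.16 (R 4.3.3). Genes with at least 0.5 CPM in at least 1 library were kept, as in the paper. Comparisons of sex, wild-derived against long-inbred origin, region, strain, and title tag within male mice used edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment at 0.05 and no covariates. Differences in the sex effect between regions, origins and strains were tested as interactions. DESeq2 1.42.0 served as the alternative. The quasi-likelihood fit used bias-adjusted deviances and a trended dispersion. This setting was chosen after the counts of genes under edgeR's defaults had been seen, because in simulated counts with no changed gene the defaults called many genes, and the chosen setting called none. Several other settings of the dispersion and of the deviances were tried on simulated counts and on random groupings of the real libraries, and the one kept was picked on its rate of false calls in the simulation. Where some genes were changed in the simulation, false calls still made up more of its calls than the nominal 0.05, most of all in the test among strains. For the sexes, DESeq2 made a larger share of false calls than the setting chosen. In fits with covariates, genes whose largest fitted count exceeded 5 times the largest observed count were left out, because the fit could not be completed with them.

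Families were tested with camera and fry in limma 3.58.1. PCA, clusters and permutation tests with 100000 resamples were run in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. Marker lists covered endothelial, smooth muscle, pericyte, astrocyte, microglial, vessel-associated fibroblast, neuronal, oligodendrocyte and choroid plexus cells. Sequence copies were found with BLAST 2.17.0 at an e-value of at most 1e-20. Those of Lars2 were sought at 1e-05, only among the transcripts of Gm23935, Gm42418 and Gm26917. No paired test was made, because the labels do not give the mouse. Genes named were every gene that the paper names for these data and the 3 genes with the smallest p in each direction of a comparison. The sample assignment, the comparisons, the lists of named genes and cell type markers, and a set of alternatives were fixed before the data were examined. The choroid plexus list and the alternatives stated as chosen after seeing the data were not. The programs were tested on simulated data before they were run on the counts. Alternatives were another scaling, DESeq2, other filters, covariates, subsets of libraries, and each strain left out in turn. Values of genes at or below the floor of 3 counts in a whole group are given as bounds.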

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

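The tests of the choroid plexus, of neurons, glia and the share of EC, of RNA of another strain and of single libraries, and the groupings for the 7 strains and for the interactions with sex, were chosen only after the result was seen.

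Vwf, Tbx1 and Lars2 were each tested for an outlying library within each of the 7 strains, of 5 to 9 libraries. In 5 of these 21 tests 1 library lay far from the others of its strain, where chance gives about 1 in 20 tests. Vwf reached 1864 CPM in the female 129S1/SvImJ hippocampus library titled high, against at most 1115 CPM in the other libraries of that strain. Tbx1 reached 7.78 CPM in a male CAST/EiJ cortex library titled low, 139 CPM in a male DBA/2J cortex library titled high and 115 CPM in the female WSB/EiJ hippocampus library. Lars2 reached 15264 CPM in the male WSB/EiJ hippocampus library titled low. RNA of another strain in the female WSB/EiJ hippocampus library is argued against: genes that are off in male WSB/EiJ stood there at a median of 2.00% of the 129S1/SvImJ level, while Tbx1 stood at 131%. The library with the highest Lars2 also held the highest share of Gm42418, 23.9% of its counts against at most 13.0% in any other, and the highest share of rRNA-like counts, 29.3%, and the library with the next highest share of Gm42418 had the next highest share of Lars2. No cause of the Vwf and Tbx1 values was found, and no biological explanation was tested.

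The sex difference itself differed between cortex and hippocampus for 1 gene, Cabp7, named after its value was seen (adjusted p = 0.0332, quasi-likelihood test). 9 of the 30 groupings of the libraries, the real one included, gave as many, so this count is what random groupings give.

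The sex difference differed between wild-derived and long-inbred EC for 6 genes. 2 of 30 groupings, the real one included, gave as many. Tbx1 rests on the female WSB/EiJ hippocampus library alone, since its interaction was 0.64 on the log2 scale without it. Gm37985 rests on the female WSB/EiJ cortex library, since its interaction was -0.10 without it. For Gm10800, Gm11168, Gm21738 and Gm10722 no single library accounts for the size of the interaction, whose smallest value without any one of the 4 female wild-derived libraries was 5.06. Their calls do depend on single libraries: without the female WSB/EiJ hippocampus library none of the 4 passed, with adjusted p from 0.0940 to 0.124 (quasi-likelihood test), and without the female WSB/EiJ cortex library Gm21738 and Gm10722 did not (0.0620 for each). These genes were named after their values were seen.

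The sex difference differed among the 7 strains for 116 genes. 4 of the 24 groupings, the real one included, gave as many, with up to 202 in the others, so a grouping without meaning gives such a count too.

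Between cortical and hippocampal EC, a comparison named in the paper's methods without a result in its text, 22 genes differed, 16 higher in cortex and 6 in hippocampus. 1 of 40 groupings, the real one, gave as many, and the others gave at most 5. Plvap, Esm1 and Btnl9 were higher in hippocampus, with log2 fold changes of -6.26, -5.76 and -6.69 for cortex against hippocampus. In alternative fits set before the data were examined, Esm1 and Btnl9 kept an adjusted p under 0.05 in 4 of 5 each. Plvap kept it in 6 of 6, with a log2 fold change as small as -3.64. Plvap stood at 71.6 to 747 CPM in the DBA/2J hippocampal libraries and 401 CPM in the female NOD/ShiLtJ one. Every other hippocampal library had at most 9.69 CPM, within the range of cortex (up to 15.1 CPM). A candidate explanation is EC and RNA of the choroid plexus in some hippocampal libraries. Over the 22 hippocampal libraries the mean of 10 choroid plexus genes followed Plvap with Pearson's r = 0.82 (permutation p = 2.0e-05), Spearman's rho = 0.65 (permutation p = 0.00143) and r = 0.74 without the 2 libraries farthest from the median. Of its 10 genes, Ttr and Kl averaged over 1 CPM in cortex. Its most abundant gene, Ttr, averaged 37.8 CPM in hippocampus and 6.34 CPM in cortex. The mean of the list did not differ between regions (difference -0.31, permutation p = 0.170), nor did any of its 10 genes, of which Ttr had the smallest adjusted p (0.312, quasi-likelihood test). In the 21 cortical libraries r was 0.39 (permutation p = 0.0602) and rho 0.042 (permutation p = 0.856). A difference of the EC themselves between regions stays open, as untested, though for Plvap few hippocampal libraries exceeded the range of cortex.

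Between male libraries titled high and low, 293 genes differed, 81 higher and 212 lower in those titled high. 1 of 40 groupings, the real one, gave as many, and the others gave at most 25. RNA of neurons and glia in the libraries titled low is consistent with the neuron list, whose mean changed by -1.27 in those titled high, with Map2 at 122 CPM in those titled high and 279 CPM in those titled low. The astrocyte list changed by -0.87 and the oligodendrocyte list by -0.99. A lower share of EC in the libraries titled low is argued against as the whole cause, since the pericyte list changed by 0.10, unlike the lists of glia and neurons. It may account for part, since the endothelial list was higher by 0.35 in those titled high (permutation p = 0.00375, adjusted 0.0300 over 32 comparisons). The paper does not say what the tag means.

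Among the 7 strains 781 genes differed. 1 of 40 groupings, the real one, gave as many, and the others gave at most 193. A difference of genotype stays open, as untested apart from this.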

How the results depend on the processing

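Tests with the share of rRNA-like counts, default deviances, drawn-down counts, DESeq2 with filtering at 0.05 and single libraries were chosen after seeing the data. All other alternatives were set before the data were examined. Unless stated otherwise, the cause was not tested.

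Genes between female and male EC numbered 830, 745 higher and 85 lower in female EC. With DESeq2's size factors in edgeR they were 585, 430 higher and 155 lower. The count was 10473 with default deviances, 448 among libraries titled high, 523 with strain, region and title tag as covariates, 240 in cortex, 304 in hippocampus, 59 with the rRNA-like share as covariate, 90 with counts summed per strain and sex, and 406 at 2-fold or more. It ran from 515 to 825 when each strain was left out. The lowest was without DBA/2J, and without 129S1/SvImJ it was 532. Fewer samples and fewer libraries of one sex may account for the counts in the subsets by region and title tag. They do not account for the counts with a strain left out. Without CAST/EiJ (6 libraries, 2 of them female) the count was 825, but without DBA/2J (5 libraries, 1 of them female) it was 515. The summed and subset fits have less power, and the rRNA-like share nearly separates the sexes, so that its fit cannot show whether preparation or sex accounts for the count. In simulated counts with known changes, false calls exceeded the nominal share with the setting used here and with DESeq2, so part of each count is false, and most so among strains.

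For origin (218 genes), counts were 395 with DESeq2, 6712 with default deviances, 136 among libraries titled high, 40 in cortex, 68 in hippocampus, 395 with DESeq2 filtering at 0.05 and 7 with counts summed per strain. With each strain left out they ran from 179 to 282. For region (22), counts were 55 with DESeq2, 8023 with default deviances and 43 with strain, sex and title tag as covariates. For strains (781), they were 1315 with DESeq2 and 13526 with default deviances. For title tag (293), they were 640 with DESeq2, 8327 with default deviances, 550 with strain and region as covariates and 105 at 2-fold or more. For interactions of sex, the region count was 25 with DESeq2 and 0 among libraries titled high (939 genes at an unadjusted p under 0.05). The origin count was 21 with DESeq2 and 1 among libraries titled high, and ran from 0 to 8 across the fits that each left out 1 female wild-derived library (1121 genes at an unadjusted p under 0.05 in the fit with 0). The strain count was 549 with DESeq2, chosen after seeing the data. The endothelial marker mean was 9.59 as a median over the list.

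Directions reversed for Egfl7 (-0.18), Lars2 (1.37) and Gm6981 (0.040) with the rRNA-like share as covariate, and for Twf1 among libraries titled high (-0.035). They reversed for Gm10709 (-0.80) and Gm8172 (-0.086) without CAST/EiJ, with ranges over the strains left out of -0.80 to 8.51 and -0.086 to 9.60, for Slco2b1 in hippocampus alone (-0.056) and without 129S1/SvImJ (-0.039, in a range of -0.039 to 0.28), and for the median of mitochondrial genome genes with the title tag as covariate (0.090). Over the named genes there were 1368 values under alternatives: 1174 kept their direction and side of the threshold, 147 lost significance, 39 gained it and 8 reversed. Another 25 could not be computed, because the gene failed the filter or the fit. No paired analysis was made, because the labels do not give the mouse and only 4 libraries, all of female 129S1/SvImJ, carry a number. Small totals limit genes near the floor, such as Abcc2, Abcg4 and Cfap65.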

Differences from the paper's values

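All tests here were set before the data were examined apart from those stated otherwise.

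Of 51 log2 fold changes that the paper's tables give for named genes, 51 had the same sign here, and 13 of them, of genes at or below the floor of 3 counts in one group, are bounds here. Among the others, 2 lay beyond the error. Of the bounded ones, the fitted values of 2 lay farther from the paper's than their standard error: Gm37820 at 9.56 (standard error 1.97) against the paper's 21.54, and Cfap65 at -7.49 (standard error 2.80) against the paper's -22.11. For both, DESeq2 came within the error, and so did DESeq2 with filtering at 0.05, chosen after seeing the data, but no other setting. Genes lower in female EC were 85, against the 387 in the part of the paper's Table S2 at hand. The Wald test of DESeq2, which the paper's methods name, was within 1.5 times that value with 391, and none of the other alternatives set before the data were examined was. Genes differing between wild-derived and long-inbred EC were 218, against the paper's 395. With DESeq2 the count was 395 and without WSB/EiJ it was 282, both within 1.5 times the paper's value, and the rest were not. Genes lower in wild-derived EC were 70 against the paper's 227, and DESeq2 gave 227, alone among the alternatives set before the data were examined. DESeq2 with filtering at 0.05, chosen after seeing the data, gave 395 in all and 227 lower in wild-derived EC, and 405 lower in female EC. The smallest library held 1.63 Mio counts on genes, against the paper's 30 Mio reads per library. The counts cover only reads that were assigned to genes. The log2 fold change of Lars2 was -3.80 against the paper's -1.91. Within the error were DESeq2, libraries titled high, strain and region as covariates, title tag as covariate, all 3 as covariates, cortex alone and summed counts. Of the settings chosen after seeing the data, the one without a male WSB/EiJ library (-1.80) and DESeq2 with filtering at 0.05 were within it too. The others were not, counting the standard error of each fit. The fit without WSB/EiJ gave -1.65 (standard error 0.23), which lies within the error of the main fit (0.56) but not within its own. The log2 fold change of Tbx1 was -2.60 against the paper's -3.36. DESeq2 and the covariates sex, region and title tag were within the error, as were DESeq2 with filtering at 0.05 and the rRNA-like share as covariate, both chosen after seeing the data. The rest were not.

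The paper states differences for genes that did not pass here in the quasi-likelihood test, with adjusted p of Slc9a2 (0.163), Gm46218 (0.199), Gm30075 (0.0619), Gm35572 (0.0933), Gm25939 (0.127), Slc16a4 (0.0542), Ifnar1 (0.239), Cfap65 (0.335) and Abcg4 (0.754). The Wald test of DESeq2 called each of these but Abcg4, for which no setting that was run did. Other settings that called them were, for Gm30075, the filter on 12 libraries, the covariates sex, region and title tag and leaving out A/J, for Gm35572 leaving out 129S1/SvImJ, for Slc16a4 the filter on 12 libraries, no filter, libraries titled high and leaving out 129S1/SvImJ, DBA/2J or WSB/EiJ, and for Ifnar1 leaving out WSB/EiJ. Of the settings chosen after seeing the data, default deviances and DESeq2 with filtering at 0.05 also called each but Abcg4, and the rRNA-like share as covariate called Gm30075 and Slc16a4. The paper states that PC1, with 10% of the variation, tended to separate samples by sex, while here PC2 separated them, with 5.84% of the variance, and PC1 (7.80%) did not (permutation p = 0.307). It describes one cluster of male samples only, while here each cluster that held male libraries held female libraries too. The paper states no difference of Slco1c1 and Slco2b1 among strains, and here the F test gave an adjusted p of 0.0139 for Slco1c1 and 0.134 for Slco2b1 (quasi-likelihood test). DESeq2's likelihood ratio test gave an adjusted p of 0.0155 and 0.0462.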

Other observations

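Of the tests below, those of the preparation, the library totals, single strains, the groupings for the families, one library and the wild-derived strains one by one were chosen only after the result was seen.

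Female and male EC: 1 of the 40 groupings, the real one, gave as many genes as the 830 found, and the others gave at most 15. The title tag alone is argued against, since 448 genes passed among libraries titled high only, where the tag does not vary. Smaller library totals of male libraries are argued against, since 772 genes passed with all totals equal. A difference in preparation cannot be told apart from sex: the highest share of rRNA-like counts in a female library was 12.1% and the lowest in a male library 13.0%, so no library allows a comparison at the same share. A difference of sex stays open.

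Oxidative phosphorylation genes: 13 of 100 groupings gave as many families by camera as the real one, which is no rarer than chance, and 2 of 100 did by fry. Transcript length bias is argued against as the whole cause, because complex I genes were higher by 0.45 over genes of similar length and level. Without matching the difference was 0.75, so length or level may account for part. The sex difference of complex I genes differed among strains (permutation p = 0.0201). The female libraries of A/J, CAST/EiJ and NOD/ShiLtJ are the 5 with the higher share of rRNA-like counts (9.66% to 12.1%), and those of the other 4 strains are the 11 with the lower share (1.59% to 4.05%), and the sex difference was near 0 or small in the former (-0.0030, -0.055 and 0.20) and 0.42 to 0.89 in the latter. A sex difference of only some strains and a difference in preparation therefore cannot be told apart for complex I genes. For mitochondrial ribosome genes the sex difference over matched genes was above 0 in each strain, from 0.10 in WSB/EiJ to 0.76 in DBA/2J. In A/J, CAST/EiJ and NOD/ShiLtJ it was 0.25, 0.14 and 0.16, and no difference among strains was detected (permutation p = 0.249). For preparation, complex I genes correlated with the rRNA-like share among male libraries with r = 0.00345, among the 11 female libraries with the lower share with r = -0.50, and among all 16 female libraries with r = -0.56 (permutation p = 0.0244, adjusted 0.0732 over 27 correlations). For ATP synthase genes, r over all 16 was -0.67 (permutation p = 0.00497, adjusted 0.0224) and rho -0.64 (permutation p = 0.00857, adjusted 0.0463), with r = -0.57 without the 2 libraries farthest from the median share. For mitochondrial ribosome genes, r was 0.12 over all 16 (permutation p = 0.657) and -0.22 over the 11 with the lower share (permutation p = 0.510). In male libraries it was 0.42 (permutation p = 0.0290, adjusted 0.0783), so this family showed no clear fall with the share. Preparation and sex cannot be told apart, because the sexes do not share a range of the rRNA-like share. In those 11 female libraries, cytochrome c oxidase genes fell with the share, with r = -0.75 (permutation p = 0.00474, adjusted 0.0224 over 27 correlations), rho = -0.68 (permutation p = 0.0253, adjusted 0.0621) and r = -0.53 without the 2 libraries farthest from the median share, against r = -0.60 over all 16 female libraries (permutation p = 0.0130, adjusted 0.0493) and r = -0.20 in male libraries (permutation p = 0.307). In the same 11 female libraries r was -0.83 for cytosolic ribosome genes (permutation p = 0.00191, adjusted 0.0129 over 27 correlations), with rho = -0.71 (permutation p = 0.0182, adjusted 0.0545). Without the 2 libraries farthest from the median share, r was -0.46, so the relation rests largely on them. Over all 16 female libraries r was -0.30 (permutation p = 0.255), and in male libraries 0.25.

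Lars2: reads of residual ribosomal RNA could raise Lars2 in male libraries. A sequence search of Lars2 against the transcripts of Gm23935, Gm42418 and Gm26917 (e-value of at most 1e-05) found no match. Other transcripts were not searched for copies of Lars2 and reads were not analysed, so the search cannot decide this. With the share in the model the log2 fold change was 1.37, but share and sex are confounded, so these cannot be told apart. Within the 27 male libraries Lars2 followed the share with r = 0.64, and over the 16 female libraries with r = 0.93, though not within the 11 of them with the lower share. One male WSB/EiJ library as the whole cause is argued against, since without it the value was -1.80.

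Wild-derived and long-inbred EC: 1 of the 40 groupings, the real one, gave as many genes. Of the 21 pairs of strains set against the other 5, 1, the real one, gave as many as 218, and the next gave 196. For most of the genes a change of one of the 2 wild-derived strains may account for the call: 17 of 218 were called with each strain alone. Calls with CAST/EiJ alone and WSB/EiJ alone shared 18 genes, and same-sign shares of 45.7% to 70.6% stood against a median of 80.2% in 60 random draws of unchanged groups of long-inbred libraries with shared controls. The draws ran from 59.9% to 93.3%, a range that depends on the draws, and 3 of the 4 shares lie within it, so the shares are no evidence of a change common to both strains. At most 1 gene was called in both groups of a draw. Most draws had no call in either group, so this count is no measure for the 18 shared genes. Pseudogenes among the genes: reads of multicopy genes placed by strain variants against the C57BL/6J reference may account for part. Of the genes differing between C57BL/6J and the other 4 long-inbred strains, where no wild-derived strain takes part, 25.0% (14 of 56) were pseudogenes too. Of the 781 genes differing among the 7 strains, however, 13.7% were, against 12.9% of those tested (Fisher's exact test, p = 0.516). The latter shows no excess of pseudogenes, but that test has no direction. Of the 49 pseudogenes differing by origin, 44 were higher and 5 lower in wild-derived EC. Of the 14, 13 were lower and 1 higher in C57BL/6J. The ribosomal protein genes matched by Gm10709, Gm8172 and Rps12-ps10 changed by -2.79 (Rpl29), 0.23 (Rps6) and 0.37 (Rps12) on the log2 scale. None of these had an adjusted p under 0.05, so the explanation is left undecided. A change of the genes themselves stays open.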
